# Rosmarinic acid suppresses tau phosphorylation and cognitive decline by downregulating the JNK signaling pathway

**DOI:** 10.1038/s41538-021-00084-5

**Published:** 2021-01-29

**Authors:** So Yamamoto, Tomoko Kayama, Moeko Noguchi-Shinohara, Tsuyoshi Hamaguchi, Masahito Yamada, Keiko Abe, Shoko Kobayashi

**Keywords:** Quality of life, Diseases

## Abstract

Rosmarinic acid (RA), a polyphenol found in Lamiaceae herbs, is a candidate of preventive ingredients against Alzheimer’s disease (AD) as it potently suppresses the aggregation of amyloid β (Aβ); however, the effect of RA on tau phosphorylation and cognitive dysfunction remains unclear. The present study revealed that RA intake inhibited the pathological hallmarks of AD, including Aβ and phosphorylated tau accumulation, and improved cognitive function in the 3 × Tg-AD mouse model. Additionally, RA intake suppressed hippocampal inflammation and led to the downregulation of the JNK signaling pathway that induces tau phosphorylation. Feeding with RA exerted an anti-inflammatory effect not only in the central nervous system but also in the periphery. Downregulation of the JNK signaling pathway in hippocampus may be a potential mechanism underlying the inhibition of progression of pathology and cognitive deficit by RA feeding.

## Introduction

Alzheimer’s disease (AD) is clinically characterized as progressive dementia with the pathological hallmarks of senile plaques and neurofibrillary tangles comprising amyloid-β peptide (Aβ) and hyperphosphorylated tau (p-tau), respectively. The currently available drugs temporarily relieve symptoms without providing cure for AD. Therefore, food components that can contribute to the prevention of AD are attracting attention.

Several epidemiological studies indicate that a polyphenol-rich diet reduces the risk of AD^1,2^. In particular, rosmarinic acid (RA) is a promising anti-AD agent because it strongly inhibits Aβ aggregation and alleviates synaptic toxicity in vitro^3^. RA binds to the β-sheet structure of Aβ and directly inhibits its aggregation in vitro^3^. RA is a phenylpropanoid polyphenol found in members of the Lamiaceae herb family such as rosemary and lemon balm (Fig. 1a).

**Fig. 1:**
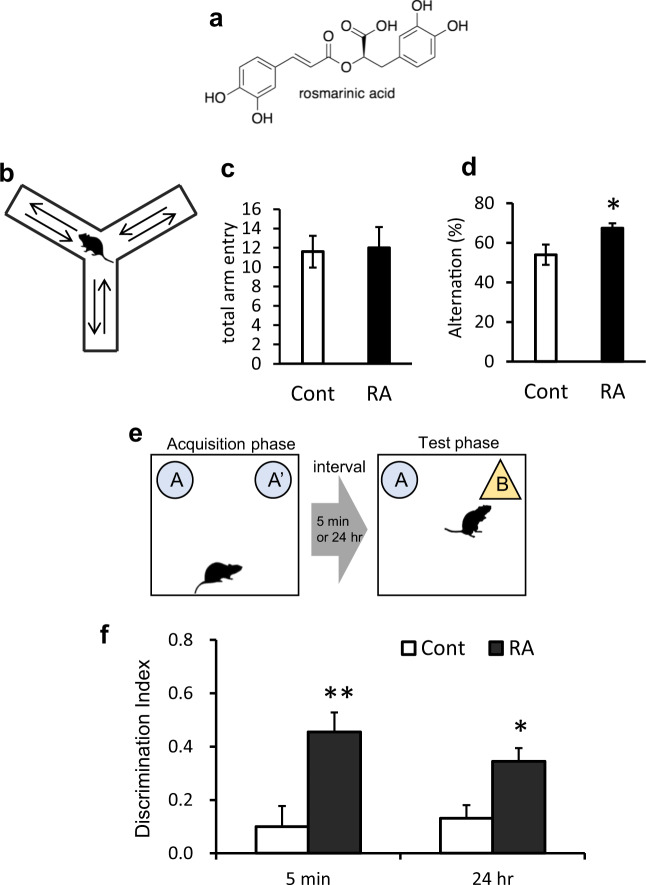
RA improve cognitive function in 3 × Tg-AD mice. **a** The structure of rosmarinic acid (RA). **b**–**d** Spatial memory is improved by feeding with an RA-supplemented diet. **b** Y-maze test scheme. **c** The number of arm entries are similar in both groups. **d** The spatial memory is lower in the control (Cont) group. **e**–**f** Memory for objects is improved in mice fed an RA-supplemented diet. **e** Acquisition and test scheme for novel object recognition test (NORT). **f** NORT suggests RA improved cognitive function for object recognition. Data are shown as means ± standard error. Cont, *n* = 8; RA, *n* = 9, *p < 0.05, **p < 0.01.

We previously reported that RA as a diet supplement inhibited Aβ oligomerization in Tg2576 mice, a model of AD^4^. We also reported a mechanism of the suppression of Aβ aggregation in RA-fed mice^5^. However, it remained unclear whether the effect of RA on tau phosphorylation and cognitive dysfunction. Phosphorylated tau has strong neurotoxicity and induces neuronal death^6^. The major neuropathological lesions of AD are extracellular deposits of Aβ peptides leading to the formation of senile/neuritic plaques and intercellular NFTs, which are paired helical filaments of hyperphosphorylated tau protein^7^. The effects of RA have been demonstrated in several studies using drug-induced cognitive deficits and intraventricular Aβ injection in animals^8,9^. Although RA was demonstrated to suppress chronic restraint stress-induced tau aggregation^10^, it remains unclear the molecular mechanism and whether RA intake also impacts tau pathology, which highly correlates with cognitive status in AD^11^. Most of the structure-based mechanisms by which RA inhibits the accumulation of Aβ or tau in vitro^12,13^ have been examined at higher concentrations of RA than that is expected to be transported to the brain. Thus, in vivo RA may function via a different mechanism that has been described in vitro.

The main purpose of the present study was to extensively characterize the mechanism underlying the preventive effect of RA in AD. We used 3 × Tg-AD mice, which allowed the examination of Aβ and p-Tau overexpression in the same strain^14^. Our evaluations included pathology and memory assessment of 3 × Tg-AD mice fed an RA-containing diet before the onset of AD pathology. First, we investigated the effect of RA on cognitive function in 3 × Tg-AD mice using multiple noninvasive behavioral tests for minimize the influence on subsequent transcriptomics analyses. We also visualized early pathological changes in the brains of 3 × Tg-AD mice by immunohistochemistry. In addition, we conducted transcriptome analysis in the 3 × Tg-AD mouse hippocampus, a key brain structure for learning and memory, for a comprehensive examination of the effects of RA intake.

## Results

### Effects of RA on body weight and plasma biochemical parameters

There was no between-group difference in food intake or body weight (Supplementary Fig. S1a, b). The plasma samples collected from all animals in both groups (*n* = 8 per group), after the exclusion of one hemolyzed sample in the RA group, were analyzed to determine potential changes in 12 biochemical parameters. The creatine kinase levels tended to be higher in the RA group while there were no significant differences in the levels of other plasma proteins between the two groups (Supplementary Table S2).

### RA improves the spatial memory of AD model mice

The behavioral Y-maze test to evaluate hippocampal spatial working memory revealed that the total number of arm entries did not change between the RA and control groups, indicating that there was no change in locomotor activity between the groups (Fig. 1c). However, alternation ratio was higher in the RA group than in the control group (Fig. 1d). These results suggested that the RA group exhibited improved behavioral performance related to spatial working memory compared to the control group.

### RA improves nonspatial cognitive deficit in the novel object recognition test

We next used the novel object recognition test to evaluate the spatially independent memory for objects. In the acquisition phase, no significant difference was observed in the exploratory behavior time for two objects in neither group (data not shown). The RA group showed a higher DI than the control group both at 5 min and 24 h in the test phase (Fig. 1f). These results suggested that the RA group improved behavioral performance related to memory for objects compared to the control group.

### RA delays the progression of AD pathology in 3 × Tg-AD mice

We performed immunohistochemistry to evaluate the expression of Aβ and p-tau, key molecules of AD progression. The accumulation of Aβ, which was observed in the control group’s cortical regions in the vicinity of the amygdala, was suppressed in the RA group (Fig. 2a, b); significant Aβ accumulation was not observed in any other brain region. In the control group, p-tau accumulation was observed surrounding the hippocampus. According to the proportion of p-tau-positive cells to the total number of cells in the hippocampus vs. the total number of cells, there was a significant decrease in the CA1 region of the RA group relative to the control group (Fig. 3a, c). In the dentate gyrus, the proportion of p-tau-positive cells did not significantly change between the two groups (Fig. 3b, d). Suppression of p-tau in the CA1 region responsible for hippocampal integrity might contribute to improvement in cognitive function.

**Fig. 2:**
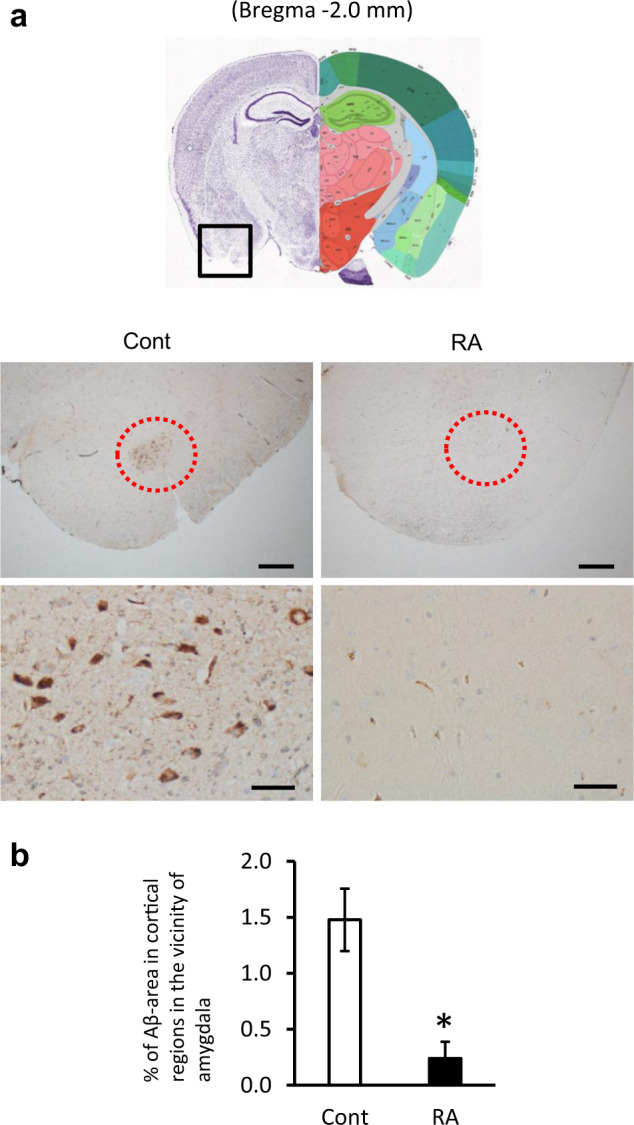
Suppression of Aβ accumulation in Alzheimer’s disease pathology by RA intake. Paraffin sections were stained with anti-Aβ (4G8) and peroxidase-based labeling (brown) and counterstained with hematoxylin to visualize nuclei (violet). **a** In the RA group, Aβ accumulation was reduced in cortical regions in the vicinity of the amygdala. Images in bottom are the magnified view of the red circle in the upper figure. The scale bars in upper and lower showed 500 and 50 μm in distance, respectively. **b** Aβ plaque area per 1000 μm^2^ of cortical regions in the vicinity of the amygdala. Data are shown as means ± standard error. Cont, *n* = 3; RA, *n* = 3; *p < 0.05.

**Fig. 3:**
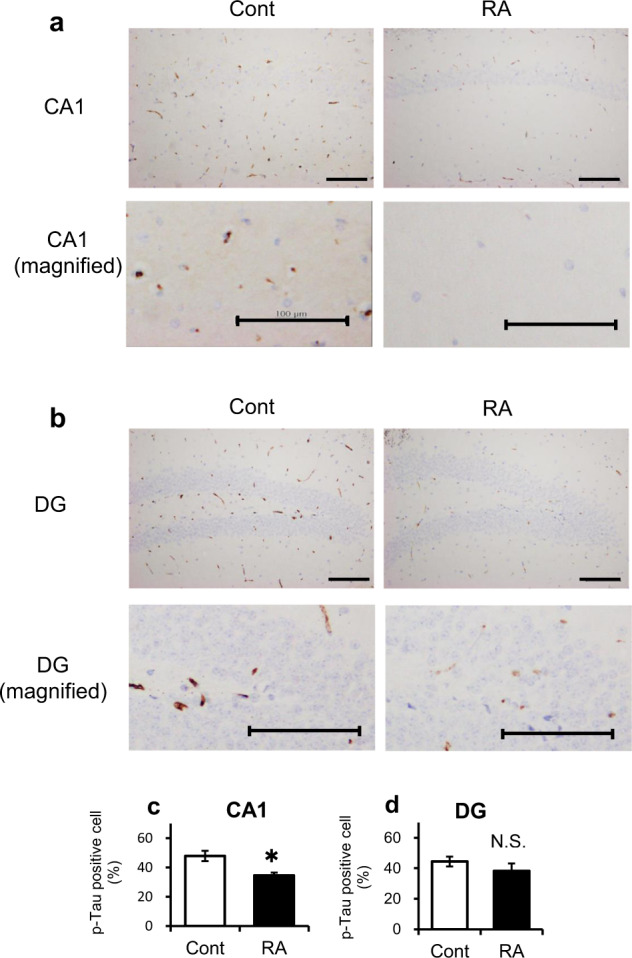
Suppression of p-tau in Alzheimer’s disease pathology by RA intake. Paraffin sections were stained with anti-p-tau (AT8) and peroxidase-based labeling (brown) and counterstained with hematoxylin to visualize nuclei (violet). Immunohistochemistry for p-tau in the CA1 (**a**) and DG (**b**) regions of the hippocampus. The scale bar showed 100 μm in distance. **c**–**d** Percentage of p-tau-positive cells in CA1 (**c**) and DG (**d**). Bregma, −1.8 to −2.2 mm; slice thickness, 5 μm Data are shown as means ± standard error. Cont, *n* = 3; RA, *n* = 3, *p < 0.05.

### Feeding with RA changes the transcriptome of hippocampus

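Gene expression was measured in the hippocampus of 3 × Tg-AD mice, a strain that develops amyloid and tau pathology with age. The arrays hold 4 samples of the control group and 4 of the RA group, whose diet contained 0.5% RA for 8 months, until the mice were 10 months old. Each sample was hybridised to 1 Affymetrix mouse genome array, whose probe sets are groups of short probes against the same transcript. The Methods name 4 mice of average weight in each group and also speak of pooled total RNA, so it is not settled here whether an array stands for 1 mouse. The p-values then measure only the spread between these arrays, and their number limits the precision of every value.

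The authors summarised each probe set with FARMS, a factor analysis of its probes, and the values used here are these log2 summaries as deposited. The array medians lay between 5.83 and 5.84, with every RA array above every control array. The correlation between arrays, taken across probe sets, was 0.989 to 0.998. After 64 control probe sets of the manufacturer were left out, 45037 remained, of which 34945 name 1 gene, 932 name several and 9160 name none. The named probe sets stand for 18193 genes. FARMS gives a nearly constant value to a probe set whose probes share no signal, and the SD over the 8 arrays was at most 0.01 in 41279 probe sets. It was above 0.01 in 3758 probe sets (8.34%), with a median SD of 0.189 among these. A nearly constant value is a property of the summary and is not evidence that a transcript was equal in both groups.

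Each probe set was tested with the rank product, the test that the Methods name, which ranks the 16 differences between an RA and a control array and compares the product of the ranks with 100 permutations. A probe set was called higher or lower in the RA group where the estimated proportion of false positives was under 0.05. Simulated arrays with the spread of the real probe sets and no difference gave 649 to 805 calls at this threshold. On these data the estimate is therefore not a calibrated error rate, and it is printed only to show how calls were made. Every log2 fold change is RA minus control, and the standard errors and Benjamini-Hochberg adjusted p-values, where printed, are from limma, which weighs each probe set by its own spread. Where a gene has several probe sets, the one with the highest mean over all arrays stands for it unless another is named. The 12 higher and 12 lower genes with the largest change are an exception. Each is shown from a called probe set whose groups did not overlap, which need not be the one with the highest mean. Gene lists were written from textbook knowledge before the data were examined, several of them for themes that the paper reports from these arrays.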

We next performed DNA microarray analysis of hippocampus because the number of p-tau-positive cells was decreased by RA feeding. The RA group showed a distinctly different gene expression profile to that of the control group (Fig. 4a). 

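The largest spread between the arrays did not follow the diet. Ttr, which encodes the transport protein transthyretin and is abundant in the choroid plexus, had a log2 value of 13.39 in control 3 and of 12.05, 13.12 and 13.26 in RA 1, RA 3 and RA 4. In the other arrays its value lay between 7.67 and 8.90. In a principal component analysis of all probe sets, the first component held 54.9% of the variance, with a mean score of 0.704 ± 14.8 (SD, n = 4) in the control group and -0.704 ± 12.8 (SD, n = 4) in the RA group (exact permutation test, 2-sided p = 0.886). The second component held 17.2% of the variance. Its mean score was 4.72 ± 7.09 (SD, n = 4) in the control group and -4.72 ± 3.32 (SD, n = 4) in the RA group (exact permutation test, 2-sided p = 0.0571, and 0.171 after adjustment over 3 components). The RA arrays lay between -7.14 and -0.076 on this component, and control 3 lay among them at -0.959. On the plane of both components no straight line parts the groups, though one does if RA 1, control 1 or control 3 is not counted, and 6 of the 35 splits of the arrays into 4 and 4 are parted.

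The difference between the group means held 12.4% of the total variance. Of the 35 ways to split the arrays into 4 and 4, 15 gave a share as large (exact permutation test, 1-sided p = 0.429), and the highest share of another split was 39.1%. With each probe set scaled to unit variance the share was 18.6% (exact permutation test, 1-sided p = 0.0571). Unscaled, the share was 19.3% without control 1 and 19.1% without control 3 (exact permutation tests, 1-sided p = 0.343 and 0.314).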

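Among the called genes whose groups did not overlap, Fos and Dusp1, both immediate early genes, had the largest increases, and Ppp1cb and C1ql3 the largest decreases. The transcription factor Fos had a log2 fold change of 0.67 (standard error 0.177, adjusted p = 0.353 from limma), from 7.17 ± 0.139 (SD, n = 4) in the control group to 7.84 ± 0.341 (SD, n = 4) in the RA group. The transglutaminase Tgm2 (0.53), Ranbp3l (0.50), the transcription factors Zic2 (0.45) and Egr2 (0.44), the purine nucleoside phosphorylase Pnp (0.39), Junb (0.35), ceruloplasmin Cp (0.34), the Wnt regulator Apc (0.34), the cytochrome Cyp1b1 (0.33) and Ier2 (0.30) were also called higher. C1ql3, a secreted synaptic protein, had a log2 fold change of -0.78 (standard error 0.109, adjusted p = 0.298 from limma), which is 0.583 times the control level. The phosphatase subunit Ppp1cb (-0.81), the RNA-binding proteins Hnrnpdl (-0.76), Matr3 (-0.73) and Hnrnpr (-0.64), the kinase Araf (-0.70), Olfm1 (-0.70), the phosphoinositide 3-kinase subunit Pik3cd (-0.67), the trafficking proteins Tmed7 (-0.67) and Golph3 (-0.63), Serinc1 (-0.67) and the co-chaperone Dnaja1 (-0.65) were called lower. These genes, with Dusp1, are the 12 higher and 12 lower genes with the largest change among those whose groups did not overlap.

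The rank product called 435 probe sets higher and 259 lower, 694 in all, at an estimated proportion of false positives under 0.05. Without any one RA array, 28 to 44 probe sets were called higher and 232 to 317 lower, so that the share called higher was 9.21% to 15.9% in place of 62.7%. Most higher calls were thus lost in each of these fits. For a single gene, such a loss alone does not show that its difference rests on 1 array. Without control 1, 953 were called higher, and without control 2, 226 higher and 137 lower, while 152 and 167 were called lower without control 3 and control 4. The 694 probe sets name 533 genes, 334 with a probe set called higher and 201 with one called lower, and 86 called probe sets name no gene or several. The median absolute log2 fold change of the called probe sets was 0.279, and it was over 1 in 6 of them. All RA values lay beyond all control values in 192 called probe sets. Among the 3758 probe sets that vary, 5.59% had such groups, where chance gives 2.86% on average. This share was not compared with the other splits. Where probe sets move together, a single split can lie far from the average, so the share does not show an excess over chance. limma called no probe set at an adjusted p under 0.05, with 0.252 as the lowest. It gave 4553 an unadjusted p under 0.05, where 2252 are expected by chance on average. Probe sets that move together can take the count away from this average. Of the 4553, 4190 were nearly constant and 363 vary. Among the other splits of the arrays into 4 and 4, the lowest count was 1054. Only control 1, control 4, RA 1 and RA 2 against the rest gave more, at 5752, and the next gave 4350. Nearly constant values make up most of the 4553, so this count does not show a difference in transcripts.

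In 10 sets of simulated arrays with the spread of the real probe sets and no difference between the groups, the rank product called 649 to 805 probe sets and limma none. Of the genes named here, Ranbp3l lost its call without RA 2, Zic2 without RA 1, Egr2 without RA 1 or RA 2, Pnp without RA 1, RA 2 or RA 3, and Junb, Cp, Apc, Cyp1b1 and Ier2 without any RA array (proportion of false positives up to 0.134, with log2 fold changes of at least 0.20) or with the filter on low means, all 12 higher genes, Fos, Dusp1 and Tgm2 included, and Golph3 among the lower ones lost theirs among the 3758 probe sets that vary, where the 4 probe sets called higher are all of Ttr, and 10 of the 12 lower genes were called by only 1 of their several probe sets.

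**Figure D1:**
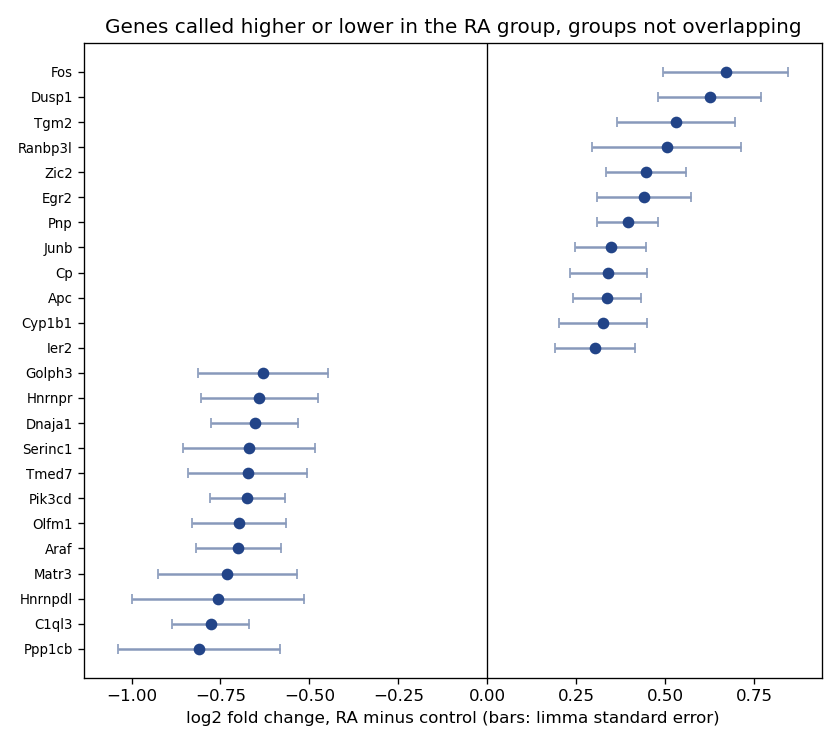
Log2 fold changes (RA minus control, n = 4 arrays per group) of the 12 higher and 12 lower genes, with bars for limma's standard error. Each gene is shown from a called probe set whose groups did not overlap. The values run from -0.81 for Ppp1cb to 0.67 for Fos.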

A total of 549 DEGs were identified (false discovery rate, 0.05) and annotated with GO terms to categorize their function (Table 1). The DEGs were annotated with GO terms related to nervous system development (e.g., nervous system development and substantia nigra development), memory (e.g., long-term synaptic potentiation), and neurotransmission (e.g., gamma-aminobutyric acid signaling pathway). These data suggested that nervous system development, memory, and neurotransmission changed in the RA group.

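Of 49 measured genes of neurogenesis and neuronal development, 2 were called higher, 2 were called lower and 45 were not called. The axon guidance ligand Efna5 (log2 fold change 0.39, standard error 0.223) and the interneuron transcription factor Dlx1 (0.29, standard error 0.0945) were called higher. Neurod6, a transcription factor of pyramidal neurons (-0.30, standard error 0.468), and the guidance receptor Epha7 (-0.16, standard error 0.357) were called lower. Of 36 genes of long-term potentiation and depression, the immediate early gene Arc was called higher (0.32, standard error 0.246). The presynaptic membrane fusion protein Snap25 (-0.21, standard error 0.0539) and the kinase Map2k1 were called lower, and 33 genes were not called. With any probe set of a gene counted, 3 developmental genes were called higher and 3 lower, and 2 genes of potentiation and depression higher and 4 lower. limma called none of these genes, nor any when adjusted over the list alone. The camera test, which compares a list with all other genes, gave adjusted p = 0.536 for the developmental list and 0.848 for the list of potentiation and depression, which it placed below the other genes although its median and mean log2 fold changes were positive (0.000064 and 0.013). Its direction turned with quantile normalization (adjusted p = 1.14e-08) and with subtraction of array medians (1.38e-08), but these scalings move the nearly constant values of all genes (to a median log2 fold change of -0.0026 and -0.0038), so the turn says nothing about the list.

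The themes of both lists come from the paper's terms for these arrays, so the counts are not independent evidence. The calls of Efna5, Dlx1 and Arc were lost without any one of the RA arrays (proportion of false positives up to 0.332) and that of Snap25 without control 2 (0.0614), while Neurod6 and Epha7 lost theirs without control 2, control 3 or RA 2, with log2 fold changes of 0.017 and 0.078 without RA 2. Epha7 also lost its call without control 4 or RA 3. When 1 array was left out, the log2 fold change ran from 0.16 to 0.47 for Arc and from 0.24 to 0.55 for Efna5. For Dlx1 it ran from 0.24 to 0.37. Most higher calls of all genes were lost without an RA array, so the loss alone does not tie these genes to single arrays.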

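Among 21 measured genes of gamma-aminobutyric acid (GABA) signaling, 3 were called higher, none lower and 18 were not called. The receptor subunit Gabrg1 had a log2 fold change of 0.26 (standard error 0.188), the GABA transporter Slc6a11 of 0.24 (standard error 0.0991) and Abat, the enzyme that breaks GABA down, of 0.20 (standard error 0.125). All were called by the rank product, with adjusted p-values from limma of 0.669, 0.488 and 0.629. The list's median log2 fold change was 0.0018 and its mean 0.053, while the camera test placed it below the other genes (adjusted p = 0.982). This direction turned with quantile normalization (adjusted p = 1.58e-08) and with subtraction of array medians (1.81e-08), but these move the nearly constant values of all genes, so the turn says nothing about the list. limma called no gene of the list when adjusted over the list alone. Its theme is also one of the paper's terms for these arrays. Each of the 3 calls was kept in 2 of the 8 fits that leave out 1 array, those without control 1 or control 4, with a proportion of false positives of up to 0.241 in the others.

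From the terms annotated to its differentially expressed genes, the paper proposes that nervous system development, memory and neurotransmission changed in the RA group.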

**Fig. 4:**
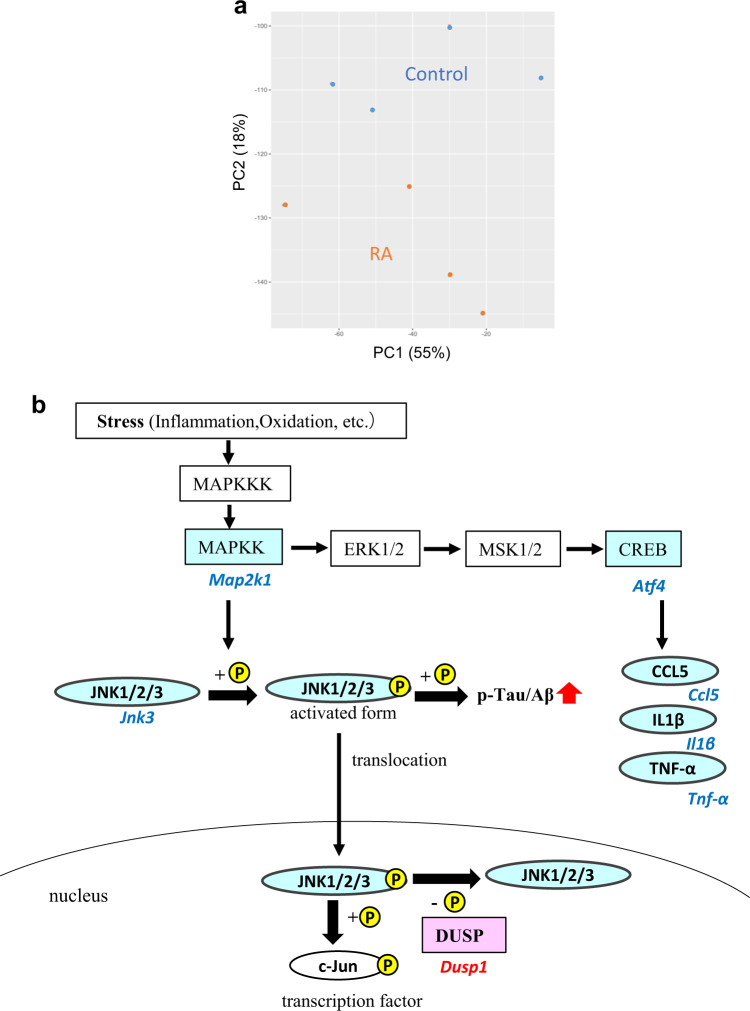
Microarray analysis of changes in hippocampal gene expression. **a** Principal component analysis (PCA) shows that two distinct clusters in hippocampal gene expression. **b** The annotated differentially expressed genes (DEGs) of c-Jun N-terminal kinase (JNK) signaling, which related to inflammation and tau phosphorylation. The DEGs annotated with KEGG pathway of “TNF signaling pathway” are shown in an integrated MAPK/JNK pathway. Italicized and nonitalicized letters indicate genes and proteins, respectively. Red and blue letters indicate genes that are up- and downregulated, respectively.

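The array has 1 probe set for each of the cytokine genes Il1b and Tnf that name no other gene. The log2 value of Il1b was 5.79 ± 0.00068 (SD, n = 4) in the control group and 5.79 ± 0.00054 (SD, n = 4) in the RA group, a log2 fold change of -0.00053 (standard error 0.00042, adjusted p = 0.695 from limma). For Tnf, the value was 5.74 ± 0.00014 (SD, n = 4) in the control group and 5.74 ± 0.00031 (SD, n = 4) in the RA group, a log2 fold change of -0.00029 (standard error 0.00016, adjusted p = 0.589 from limma). Neither probe set was called by the rank product. Both have nearly constant FARMS values, so these arrays give no measure of a difference in either transcript.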

**Table 1:** Gene ontology terms enriched in the rosmarinic acid group.

Gene ontology	Annotated genes	Fold enrichment	*p-*value
GO:0007399 nervous system development	30	3.1	<0.0001
GO:0007568 aging	18	4.0	<0.0001
GO:0021762 substantia nigra development	8	8.1	<0.0001
GO:0060291 long-term synaptic potentiation	8	6.3	0.00025
GO:0007214 gamma-aminobutyric acid signaling pathway	6	9.3	0.00039
GO:0034341 response to interferon-gamma	6	8.9	0.00047
GO:0032922 circadian regulation of gene expression	8	5.1	0.00096
GO:0032355 response to estradiol	10	3.8	0.0012
GO:0032092 positive regulation of protein binding	8	4.5	0.0018
GO:0007623 circadian rhythm	10	3.6	0.0019
GO:0001822 kidney development	11	3.3	0.0020
GO:0032868 response to insulin	8	4.4	0.0023
GO:0042060 wound healing	9	3.7	0.0030
GO:0042572 retinol metabolic process	5	8.0	0.0031
GO:0006641 triglyceride metabolic process	6	5.9	0.0031
GO:0035455 response to interferon-alpha	4	12.9	0.0032
GO:0051384 response to glucocorticoid	8	4.1	0.0032
GO:0009416 response to light stimulus	5	7.7	0.0036
GO:0009749 response to glucose	8	4.0	0.0040
GO:1902476 chloride transmembrane transport	6	5.5	0.0044
GO:0007050 cell cycle arrest	8	3.8	0.0049

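Of 41 genes of fatty acid and triglyceride metabolism, 5 were called higher and 1 lower. The lipid transport protein Fabp7 (log2 fold change 0.36, standard error 0.349), the desaturase Scd1 (0.27, standard error 0.0776) and the mitochondrial acyltransferase Cpt1a (0.24, standard error 0.153) were called higher, and the acyl-CoA synthetase Acsl4 was called lower (-0.53, standard error 0.0984, adjusted p = 0.301 from limma). The camera test placed this list above the other genes (adjusted p = 0.000879, and adjusted p = 0.139 with an estimated correlation). Only 12 of its 41 genes vary between the arrays (SD above 0.01). Of 25 genes of the insulin and glucose response, 4 were called higher and none lower, among them the growth factor Igf2 (0.60, standard error 0.458), its binding protein Igfbp2 (0.42, standard error 0.400), the thioredoxin inhibitor Txnip (0.27, standard error 0.0575) and the receptor Igf2r (0.19, standard error 0.0754). The camera test gave adjusted p = 0.0266 for it, and adjusted p = 0.744 with an estimated correlation. Only 8 of these 25 genes vary. Of 24 genes of retinol metabolism, 3 were called higher and none lower, namely Ttr (1.68, standard error 1.69), the retinaldehyde dehydrogenase Aldh1a2 (0.40, standard error 0.339) and the retinol dehydrogenase Rdh5 (0.32, standard error 0.473). Igf2, Igfbp2, Ttr and Aldh1a2 are also markers of choroid plexus or meninges, and 15 of 20 choroid plexus genes and 11 of 18 meningeal genes were called higher on these arrays.

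Of 41 genes of the interferon response, 4 were called higher and 1 lower. The antiviral membrane proteins Ifitm3 (0.46, standard error 0.249) and Ifitm2 (0.36, standard error 0.133) and the histocompatibility genes H2-K1 (0.33, standard error 0.176) and H2-D1 (0.24, standard error 0.267) were called higher, and Oasl2 was called lower (-0.24, standard error 0.603). Control 2 stood highest of all arrays in the mean of the list (0.516 above its average), in H2-D1 (8.49) and in Oasl2 (7.75). In Oasl2 the other control arrays lay at 5.458 to 6.087 and the RA arrays at 5.238 to 6.915. Its mean was higher in the RA group without control 2 and, narrowly, without RA 3, so the direction of Oasl2 rests on single arrays. Of 20 genes of the glucocorticoid response, Dusp1 was called higher and Tsc22d3 lower (-0.22, standard error 0.152). Of 29 genes of chloride transport, 3 were called higher and 2 lower, among them Clic6 (0.68, standard error 0.813), which is also on the choroid plexus list, and the glycine receptor subunits Glra2 (0.32, standard error 0.265) and Glrb (-0.30, standard error 0.122). The cyclin-dependent kinase inhibitor Cdkn1c (0.52, standard error 0.379) was the 1 gene called, as higher, among 36 genes of cell cycle and arrest. Like many choroid plexus genes, Cdkn1c and Rdh5 were highest in control 3 (7.33 and 7.01), followed by RA 4 (7.14 and 6.75) and RA 3 (6.99 and 6.38). Of 22 circadian clock genes none was called in its probe set with the highest mean, with Npas2 at 0.19 (standard error 0.164) and the nuclear receptor Rora at 0.17 (standard error 0.156). However, 2 other probe sets of Rora, which is also on the thalamus list, were called higher (0.37, standard error 0.127, and 0.24, standard error 0.110). With any probe set counted, 6 genes of fatty acid and triglyceride metabolism were called higher and 2 lower, 2 of the glucocorticoid response higher and 1 lower, and 3 of cell cycle and arrest higher and 1 lower. The camera test gave adjusted p-values of 0.178 for the retinol, 0.959 for the interferon, 0.80 for the glucocorticoid and the cell cycle, 0.750 for the chloride and 0.256 for the circadian list. limma called none of these genes at an adjusted p under 0.05 over all probe sets. Adjusted over the list alone it called Acsl4 (adjusted p = 0.0402) and Gpam, whose log2 fold change was 0.00021 with nearly constant values.

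These themes were taken from terms that the paper derived from the same arrays. Of the genes named here, Acsl4, Glrb, Clic6 and Dusp1 kept their calls in each of the 8 fits that leave out 1 array. However, the log2 fold change of Clic6 ran from 0.33 to 1.39 there, and all 4 lost their calls among the 3758 probe sets that vary. The calls of the others were lost without at least 1 RA array, with a proportion of false positives of up to 0.286. This leaves aside Oasl2 and the 2 called probe sets of Rora, for which no such fits are given. Over the 8 fits the log2 fold change ran from 0.14 to 0.59 for Fabp7 and from 0.11 to 0.73 for Rdh5. It ran from 0.23 to 0.77 for Igfbp2 and from 1.10 to 2.96 for Ttr. The range was 0.42 to 0.95 for Igf2, 0.14 to 0.59 for Aldh1a2 and 0.26 to 0.86 for Cdkn1c. For Glra2 it was 0.16 to 0.46, and for H2-D1 it was 0.15 to 0.46. The ranges were narrower for Scd1 (0.23 to 0.35) and Txnip (0.24 to 0.32), which also lost their calls without any one RA array.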

Enrichment analysis of 549 differentially expressed genes, with a false discovery rate of 0.05, has identified enrichment for 21gene ontologies (Biological Process). Significance criteria were a *p* value of <0.005 with the modified Fisher’s exact test and a fold enrichment score of >3.0. The terms are listed according to their *p* values.

To identify significantly enriched pathways, we conducted Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analysis in DAVID (Table 2). 

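Each pathway theme had at least 1 called gene, and these counts were not tested against the share called among all genes. Of 26 genes of cGMP-PKG signaling, 2 were called higher and none lower, the kinase Prkg2 (log2 fold change 0.33, standard error 0.331) and the sodium pump subunit Atp1b2 (0.19, standard error 0.0826). The monoglyceride lipase Mgll, which breaks down an endocannabinoid, was the 1 gene of 24 called among those of endocannabinoid signaling, as higher (0.19, standard error 0.0751). Of 33 genes of the glutamatergic synapse, the vesicular transporter Slc17a6 was called higher (0.38, standard error 0.290) and the scaffold protein Dlgap1 lower (-0.24, standard error 0.17). Slc17a6 is also on a list of thalamus genes, of which 6 of 21 were called higher and none lower. Of 21 genes of dopamine signaling, the phosphodiesterase Pde10a was called lower (-0.42, standard error 0.0987, adjusted p = 0.333 from limma), with all RA arrays below all control arrays, and the neuropeptide gene Tac1 was called higher (0.37, standard error 0.341). Of 24 genes of estrogen signaling, Fos was the 1 gene called in its probe set with the highest mean. With any probe set counted, 3 genes of this list were called lower, the chaperones Hspa8 (-0.33, standard error 0.130) and Hspa1b (-0.23, standard error 0.135) and Atf4. Counted in this way, 3 genes were called higher in the cGMP-PKG list, and in the glutamatergic list 3 were called higher, 3 lower and 1 in both directions.

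The camera test gave adjusted p-values of 0.80 for both the cGMP-PKG and the endocannabinoid list, 0.809 for the glutamatergic, 0.781 for the dopamine and 0.648 for the estrogen list. It placed the cGMP-PKG, dopamine and estrogen lists below the other genes, although their mean log2 fold changes were 0.038, 0.026 and 0.042. With subtraction of array medians the direction of all 3 turned (adjusted p = 0.00217, 0.00702 and 0.00906), and with quantile normalization that of the cGMP-PKG and estrogen lists (0.00804 and 0.00393), but these scalings move the nearly constant values of all genes, so the turns say nothing about the lists. limma called no gene of these lists over all probe sets. Adjusted over the list alone it called 3 genes higher and 2 lower in the estrogen list, of which only Fos varies between the arrays (SD above 0.01). The themes come from the paper's pathways for the same arrays. Apart from Pde10a and Fos, each gene called in its probe set with the highest mean was called in at most 3 of the 8 fits that leave out 1 array, with a proportion of false positives of up to 0.477 in the others.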

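Genes of transforming growth factor-beta signaling were called in 1 direction. Of 35 measured genes, 4 were called higher, none lower and 31 were not called. They were the growth factor Bmp6 (log2 fold change 0.35, standard error 0.212), the transcriptional inhibitor Id4 (0.26, standard error 0.132), the matrix protein Dcn (0.26, standard error 0.335) and the signal transducer Smad4 (0.19, standard error 0.0749). Genes of tumor necrosis factor (TNF) signaling were called in both directions, with 4 of 54 higher, 2 lower and 48 not called. Fos, Junb, the adhesion molecule Vcam1 (0.34, standard error 0.0914, adjusted p = 0.358 from limma) and the metalloproteinase Mmp14 were called higher, and Map2k1 and Ccl5 lower. With a gene counted by any of its probe sets, 5 genes of the TNF list were called higher and 4 lower, and 5 of the transforming growth factor-beta list higher and none lower.

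The camera test gave adjusted p = 0.280 for each of the 2 lists, in the direction of higher values in the RA group. limma called no gene of either list, and none when adjusted over the list alone. The paper names both pathways from the same arrays, so these counts are not independent evidence. Smad4, Id4, Dcn, Bmp6 and Vcam1 lost their calls without any one RA array (proportion of false positives up to 0.200), and Dcn is also on a list of meningeal genes. When 1 array was left out, the log2 fold change ran from 0.089 to 0.55 for Dcn and from 0.18 to 0.49 for Bmp6. The mean of the varying transforming growth factor-beta genes was highest in RA 2, at 0.281 against -0.078 to 0.071 in the other RA arrays. RA 2 was also the highest array in the means of the meningeal genes (0.790) and of the genes of endothelial cells and pericytes (0.696). Whether such tissue gave part of the difference in the transforming growth factor-beta genes was not tested.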

We focused on inflammation-related pathways such as the transforming growth factor-beta signaling pathway and the tumor necrosis factor (TNF) signaling pathway because of the chronic inflammation had reported in the brains of patients with AD^15^. Our investigation of the DEGs in the TNF signaling pathway revealed that mitogen-activated protein kinase (*Map2k1*), *Jnk3*, activating transcription factor (*Atf4*), and chemokine (C–C motif) ligand 5 (*Ccl5*) were downregulated. These data suggested that the MAPK/JNK signaling pathway annotated in “TNF signaling pathway” was downregulated in the RA group compared with the control group. 

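Map2k1, which encodes the kinase MEK1, had a log2 value of 10.48 ± 0.0187 (SD, n = 4) in the control group and 10.35 ± 0.0711 (SD, n = 4) in the RA group. All RA arrays lay below all control arrays (exact permutation test, 2-sided p = 0.0286, the smallest p that 4 arrays against 4 allow, and 0.143 after adjustment over the genes compared). Its log2 fold change was -0.13 (standard error 0.0352, adjusted p = 0.365 from limma), which is 0.914 times the control level, and the rank product called it lower.

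Mapk10, which encodes JNK3, has 3 probe sets that name it alone. The probe set with the next highest mean was called lower, from 9.02 ± 0.118 (SD, n = 4) to 8.77 ± 0.143 (SD, n = 4), with a log2 fold change of -0.25 (standard error 0.0891, adjusted p = 0.447 from limma; exact permutation test, 2-sided p = 0.0857). The probe set with the highest mean was not called, at 9.32 ± 0.0433 (SD, n = 4) in the control group and 9.27 ± 0.0800 (SD, n = 4) in the RA group, and the third was nearly constant. Of 3 probe sets of the stress response transcription factor Atf4, 1 was called lower, from 8.08 ± 0.256 (SD, n = 4) to 7.76 ± 0.179 (SD, n = 4), with a log2 fold change of -0.32 (standard error 0.150, adjusted p = 0.531 from limma; exact permutation test, 2-sided p = 0.114). Its probe set with the highest mean had nearly constant values and a log2 fold change of 0.0016. The chemokine gene Ccl5 was called lower, from 5.83 ± 0.442 (SD, n = 4) to 5.61 ± 0.379 (SD, n = 4), with a log2 fold change of -0.22 (standard error 0.279, adjusted p = 0.814 from limma; exact permutation test, 2-sided p = 0.486).

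The call of Map2k1 was lost without any one control array (proportion of false positives up to 0.115, with log2 fold changes of -0.15 to -0.10 in all 8 fits without 1 array), that of Mapk10 without control 2, 3 or 4 (up to 0.166, with -0.30 to -0.20), and that of Atf4 without control 2 or 4 (up to 0.0822, with -0.44 to -0.25), those of Map2k1 and Mapk10 also with the filter on low means, those of Mapk10 and Ccl5 with the replicate block, and all 4 among the 3758 probe sets that vary. Ccl5 lost its call without control 1, 2 or 3 or RA 2 or 3, and without control 2, where its value was 6.49, its log2 fold change was -0.0023 (proportion of false positives 0.633).

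**Figure D2:**
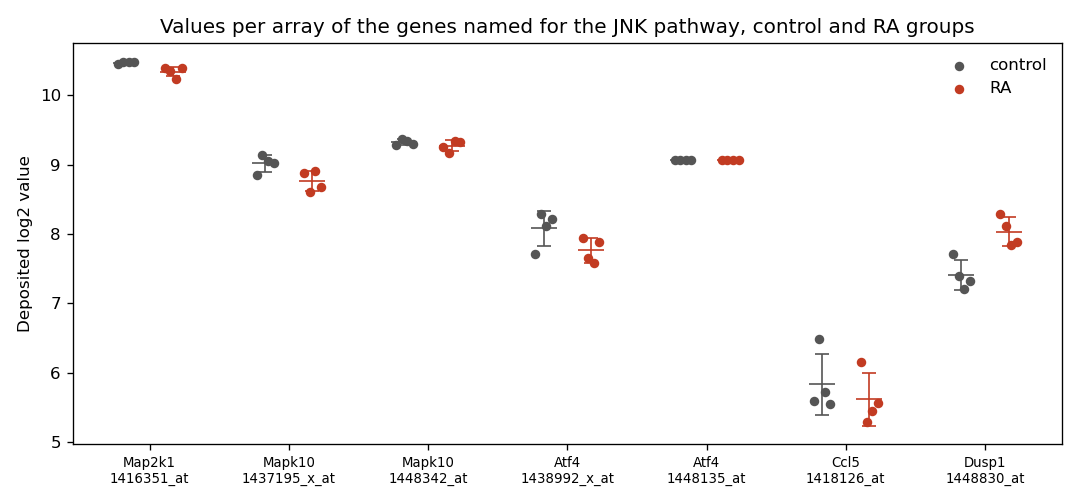
Deposited log2 values per array of 7 probe sets of Map2k1, Mapk10, Atf4, Ccl5 and Dusp1 in the control group (grey) and the RA group (red), with the mean as a long line and the SD as bars (n = 4 each). The groups do not overlap for Map2k1 and Dusp1, and they overlap for the other probe sets.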

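Of 20 measured genes of the JNK cascade, from its upstream kinases to the transcription factors it activates, 1 was called higher and none lower when each gene is read from its probe set with the highest mean. The gene called higher was Junb, which encodes a subunit of the AP-1 transcription factor, with a log2 fold change of 0.35 (standard error 0.100, adjusted p = 0.375 from limma) and a value of 7.18 ± 0.0985 (SD, n = 4) in the control group and 7.53 ± 0.185 (SD, n = 4) in the RA group. With any probe set counted, Mapk10 was also called, as lower. Jun, a substrate of JNK, had log2 fold changes of -0.0045 and -0.08 in its 2 probe sets, neither of which was called.

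The camera test placed the list above the other genes (adjusted p = 0.0343, and adjusted p = 0.876 with an estimated correlation), although its median log2 fold change was 0.000087 and only 4 of its 20 genes vary between the arrays (SD above 0.01). These 4 had a median log2 fold change of 0.18, and their mean was higher in every RA array (0.0080 to 0.126 from its average over all arrays) than in every control array (-0.152 to -0.030; exact permutation test, 2-sided p = 0.0286, and 0.385 after adjustment over 50 lists). All varying probe sets together also leaned towards higher values in the RA group, with a median log2 fold change of 0.069. limma called no gene of the list, also when adjusted over the list alone. The call of Junb was lost without any one RA array (proportion of false positives up to 0.117, with log2 fold changes of 0.27 to 0.40), with the filter on low means and among the 3758 probe sets that vary.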

JNK3 is one of the tau phosphorylation kinases^16^. We integrated the TNF signaling pathway and DEGs related to JNK3-mediated tau phosphorylation into a single pathway (Fig. 4b). 

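Dusp1 encodes a phosphatase of the mitogen-activated protein kinases and is also an immediate early gene. Its log2 value was 7.41 ± 0.215 (SD, n = 4) in the control group and 8.03 ± 0.211 (SD, n = 4) in the RA group, a log2 fold change of 0.62 (standard error 0.144, adjusted p = 0.332 from limma) or 1.54 times the control level. All RA arrays, at 7.84 to 8.29, lay above all control arrays, at 7.21 to 7.71 (exact permutation test, 2-sided p = 0.0286, and 0.143 after adjustment over the genes compared). The rank product gave a proportion of false positives of 0.00143, which is not a calibrated error rate on these data. It called Dusp1 higher, also in each of the 8 fits that leave out 1 array. Among the 3758 probe sets that vary, an alternative chosen after the values were seen, it was not called. None of the other 11 measured phosphatase genes of its family was called, and the camera test gave adjusted p = 0.959 for the 12 genes together.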

Dual-specificity phosphatase (*Dusp1*), a phosphatase that invalidates the active JNK, was upregulated in the RA group. These results suggested that tau phosphorylation and Aβ aggregation were decreased via the inhibition of the MAPK signaling pathway, especially via a decrease in JNK3 activity.

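The paper places these array values along 1 pathway, from inflammatory signals through the kinases to tau. It places Map2k1, Jnk3, Atf4 and Ccl5 as lower and Dusp1, which inactivates JNK, as higher in the RA group. From these results it proposes that tau phosphorylation and amyloid aggregation were decreased through inhibition of the mitogen-activated protein kinase pathway, above all through a decrease in JNK3 activity. The arrays measure transcripts, and kinase activity was not measured on them. The mouse genes Mapt, which encodes tau, and App had no called probe set among the 4 that name each of them, but all 4 of Mapt and 3 of App had nearly constant values, so the arrays give no measure of a difference in Mapt.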

**Table 2:** KEGG pathways enriched in the rosmarinic acid group.

KEGG pathway	Annotated genes	Fold enrichment	*p-*value
mmu04022: cGMP-PKG signaling pathway	19	3.7	<0.0001
mmu04723: Retrograde endocannabinoid signaling	13	4.2	<0.0001
mmu05210: Colorectal cancer	9	4.7	0.00056
mmu04915: Estrogen signaling pathway	11	3.8	0.00062
mmu04724: Glutamatergic synapse	11	3.2	0.00212
mmu01212: Fatty acid metabolism	7	4.6	0.00376
mmu04727: GABAergic synapse	9	3.5	0.00413
mmu05213: Endometrial cancer	7	4.5	0.00415
mmu04270: Vascular smooth muscle contraction	11	2.9	0.00437
mmu04114: Oocyte meiosis	10	3.1	0.00525
mmu05032: Morphine addiction	9	3.2	0.00619
mmu05033: Nicotine addiction	6	5.0	0.00620
mmu04728: Dopaminergic synapse	11	2.8	0.00637
mmu04978: Mineral absorption	6	4.9	0.00690
mmu04730: Long-term depression	7	3.9	0.00908
mmu04110: Cell cycle	10	2.7	0.01124
mmu04350: TGF-beta signaling pathway	8	3.2	0.01281
mmu04720: Long-term potentiation	7	3.6	0.01316
mmu05215: Prostate cancer	8	3.1	0.01530
mmu04668: TNF signaling pathway	9	2.8	0.01545
mmu04918: Thyroid hormone synthesis	7	3.4	0.01723
mmu04924: Renin secretion	7	3.3	0.01837
mmu04971: Gastric acid secretion	7	3.3	0.01956

Enrichment analysis of 549 differentially expressed genes, with a false discovery rate of 0.05, has identified enrichment for 23 KEGG pathways. Significance criteria were a *p* value of < 0.02 with the modified Fisher’s exact test and a fold enrichment score of >2.7. The terms are listed according to their *p* values.

### Feeding with RA modulates JNK expression in the brain

Our microarray analysis revealed that, among the tau kinases, *Jnk3* was the most markedly downregulated kinase at mRNA level. Therefore, we analyzed the expression levels of *Jnk* family members (*Jnk1*, *Jnk2*, and *Jnk3*) in the hippocampus and cerebral cortex by qRT-PCR. 

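Mapk10 (JNK3) ranked 3 of 43 measured tau kinase genes when these are ordered from the most negative log2 fold change. The casein kinase gene Csnk1a1 (-0.14, standard error 0.105) and Camk2b, a subunit of the calcium- and calmodulin-dependent kinase II (-0.08, standard error 0.119), lay below it, and Mapk10 stood at -0.05 (standard error 0.0436, adjusted p = 0.737 from limma). None of these 3 was called in the probe set with the highest mean. Read from its most negative probe set, or from the mean of its probe sets, Mapk10 ranked 1. Of Gsk3b and Cdk5, 2 kinases often studied in tau phosphorylation, the probe sets with the highest mean had nearly constant values, with log2 fold changes of 0.00024 and 0.00011. Another probe set of Gsk3b varied and was not called, with a log2 fold change of 0.17 (standard error 0.0963, proportion of false positives 0.0555). Prkcd, a protein kinase C, was the 1 tau kinase gene called in its probe set with the highest mean, as higher (0.29, standard error 0.327, adjusted p = 0.791 from limma), and it is also on a list of thalamus genes.

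Of the 43 genes, 15 vary between the arrays (SD above 0.01), and the camera test gave adjusted p = 0.80 for the list. limma called none of them, also when adjusted over the list alone. The rank of Mapk10 lay between 3 and 5 when 1 array was left out, and Prkcd lost its call without RA 1, RA 2 or RA 4 (proportion of false positives up to 0.226). The log2 fold change of Prkcd ran from 0.095 to 0.54 over these fits.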

In agreement with the DNA microarray analysis of the hippocampus, only *Jnk3* expression decreased (Fig. 5a). 

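On the arrays, neither Mapk8 (JNK1) nor Mapk9 (JNK2) had a probe set called in either direction, and Mapk10 (JNK3) had 1 called lower among its 3. The probe set of Mapk8 with the highest mean was 8.31 ± 0.0509 (SD, n = 4) in the control group and 8.45 ± 0.173 (SD, n = 4) in the RA group, a log2 fold change of 0.14 (standard error 0.0862, adjusted p = 0.620 from limma; exact permutation test, 2-sided p = 0.143). Another of its 5 probe sets had a log2 fold change of 0.28 (standard error 0.488, proportion of false positives 0.0536). There control 3 stood apart at 8.08, and without it the log2 fold change was 0.60 and the probe set was called higher (proportion of false positives 0.0137). RA 3 was higher still at 8.38, and without it the log2 fold change was -0.049 and the probe set was not called (0.261). The other 3 probe sets of Mapk8 and all 3 of Mapk9 were nearly constant (SD up to 0.01), so the arrays give no measure of a difference in Mapk9. The values of the quantitative PCR were not analysed here.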

*Dusp1*, which encodes a highly specific JNK phosphatase, was also upregulated (Fig. 5a). The changes in Jnk3 protein levels were also confirmed by an enzyme-linked immunosorbent assay (Fig. 5b). In the cerebral cortex, all isoforms including *Jnk1* were downregulated (Fig. 5c).

**Fig. 5:**
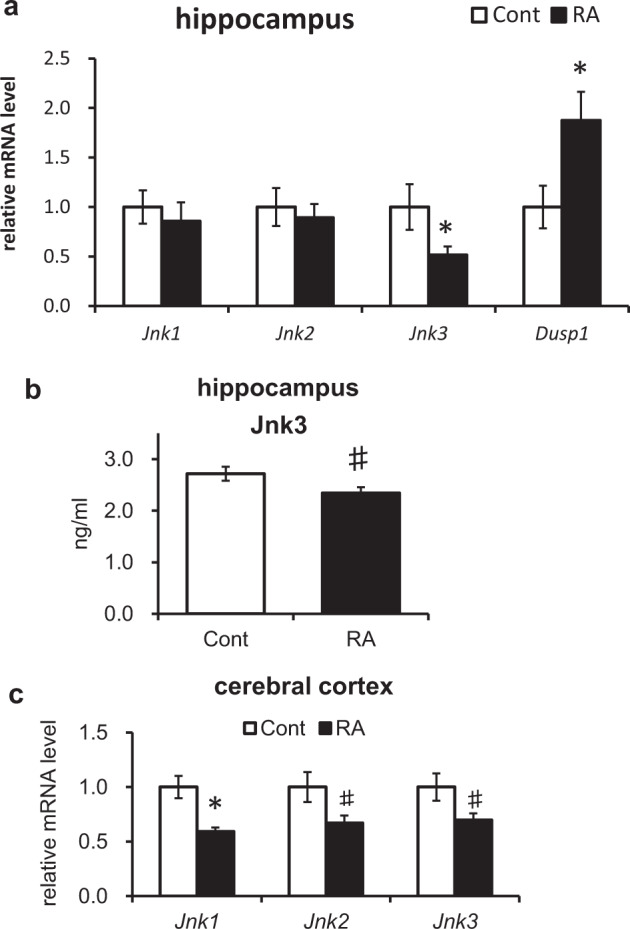
The effects of RA on JNK expression. **a** Quantification of *Jnk* and *Dusp1* genes in hippocampus using quantitative RT-polymerase chain reaction (PCR). **b** Quantification of JNK3 levels in hippocampus using enzyme-linked immunosorbent assay (*p* = 0.077). **c** Quantification of *Jnk* genes in cerebral cortex using qRT-PCR. *Jnk1*, *p* = 0.034; *Jnk2*, *p* = 0.072; *Jnk3*, *p* = 0.066. All mRNA species were quantified relative to the expression of glyceraldehyde-3-phosphate dehydrogenase (*Gapdh*) and presented as fold changes compared to control (Cont). Data are shown as means ± standard error. Cont, *n* = 8; RA, *n* = 9, *p < 0.05, ^#^*p* < 0.10.

### Feeding with RA inhibits the JNK signaling pathway in the hippocampus

According to immunohistochemical analysis, the expression levels of p-JNK and p-c-Jun decreased in the CA1 region of the RA group relative to expression in the control group (Fig. 6); thus, JNK signaling was apparently attenuated in this area. c-Jun is a representative substrate of JNK, and p-c-Jun is resistant to degradation via proteasomes, leading to its accumulation within NFTs and, thus, its contribution to the tangle maturation process^17^.

**Fig. 6:**
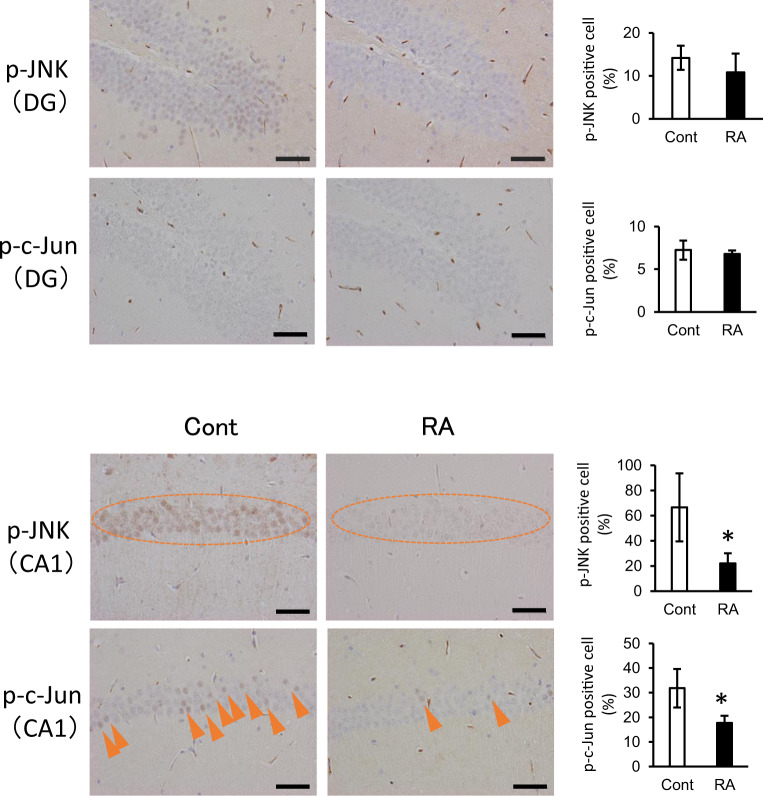
RA inactivates JNK signaling in the hippocampus. Immunohistochemistry for p-JNK and p-c-Jun in the CA1 region. Active JNK (p-JNK) and p-c-Jun expression levels are decreased by RA supplementation. Paraffin sections were stained with anti-p-JNK/p-c-Jun and peroxidase-based labeling (brown), and counterstained with hematoxylin to visualize nuclei (violet). Bregma, −1.8 to −2.2 mm; slice thickness, 5 μm. The CA1 region and dentate gyrus were divided into three areas, and AT8-positive cells were counted to calculate the ratio of cells positive for p-JNK or p-c-Jun to the total number of cells; three mice per group were included in the analyses. The ratio of AT8-positive cells is presented as an average of three areas. Data are shown as means ± standard error. Cont, *n* = 3; RA, *n* = 3, *p < 0.05.

### Feeding with RA reduces systemic inflammatory mediator levels

We next investigated gene expression levels of the central and peripheral inflammatory mediators as potential factors that alter the activity of stress-associated JNK (Fig. 7a–e). We analyzed hippocampus and cerebral cortex as central sources and spleen and intestines as peripheral sources. In addition to the representative inflammatory mediators, such as interleukin-1β (*Il-1β*) and *Tnf-α*, reductions were observed in the levels of chemokines and damage-associated molecular patterns in the RA group at both the central and peripheral sites (Fig. 7a–e). CCL5 and CXCL13 are strong leukocyte activators, a feature potentially relevant to a range of inflammatory disorders^18^. In the RA group, *Ccl5* and *Cxcl13* expression levels decreased in the hippocampus, cerebral cortex, and spleen (Fig. 7c, d). High mobility group 1 (HMGB1) is a late inflammatory mediator produced in the presence of damaged cells. Compared with the control group, *Hmgb1* expression levels decreased in the hippocampus, cerebral cortex, and spleen of the RA group (Fig. 7e).

**Fig. 7:**
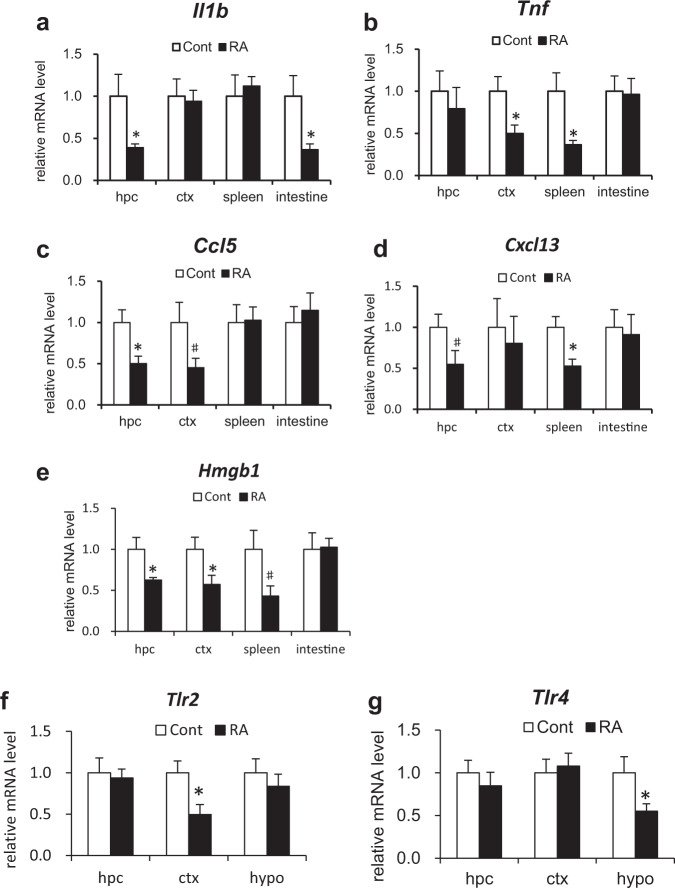
RA reduces systemic inflammation. **a**–**e** Expression levels of inflammatory mediators in hippocampus (hpc), cerebral cortex (ctx), spleen, and small intestine determined by qRT-PCR. *Il-1b* (**a**), *Tnf* (**b**), *Ccl5* (**c**), *Cxcl13* (**d**), and *Hmgb1* (**e**). **f**–**g** Expression levels of *Tlr2/4* in hpc, ctx, and hypothalamus (hypo) determined using qRT-PCR. All mRNA species were quantified relative to the expression of *Gapdh* and presented as fold changes compared to control (Cont). Data are shown as means ± standard error. Cont, *n* = 8; RA, *n* = 9, *p < 0.05, ^#^*p* < 0.10.

Toll-like receptors (TLRs) are activated by exogenous or endogenous ligands to evoke inflammation^19^. Various TLRs are also expressed in neurons, microglia, and astrocytes and contribute to the immunological protection of the central nervous system. Specifically, TLR2 and TLR4 have important roles in sensory and motor functional outcomes during response to neuroinflammation^20^. The expression levels of *Tlr2* in the cerebral cortex and *Tlr4* in the hypothalamus were significantly reduced in the RA group compared with the control group (Fig. 7f, g).

## Discussion

In the present study, we found that RA intake inhibited the pathological hallmarks of AD, including Aβ and p-tau accumulation, and reduced cognitive decline in 3 × Tg-AD mice. The RA group exhibited improved behavioral performance related to spatial working and object memory (Fig. 1). In a review of 3 × Tg-AD mice^21^, the beginning of cognitive index decline in the Y-maze test and novel object recognition test were reported to be 6 and 9 months old, respectively. The Y-maze test was conducted in 10-month-old 3 × Tg-AD mice in this study. The RA group did not affect locomotor activity but improved behavioral performance in the Y-maze test. In Y-maze tests, it has previously been reported that wild-type alteration is ~70%^22^. In the present study, 3 × Tg Cont group alteration was 54 ± 5.14%, which suggests that the spatial memory of the 3 × Tg Cont group was deteriorating. In contrast, 3 × Tg RA group alteration was 67.4 ± 2.44% (Fig. 1d), which is close to that of the wild-type. The novel object recognition test was conducted following an interval of 5 min and 24 h to evaluate short- and long- term memory deficit, respectively^23^. The RA group showed a higher DI when compared with the control group after both 5 min and 24 h intervals (Fig. 1f); thus, both short- and long-term memory functions were apparently improved. From novel object recognition testing, Midel et al.^24^ reported that the DI of wild-type mice was ~0.4 while that of Tg mice was ≤0.2. In the present study, the DIs of the 3 × Tg Cont group (0.1 ± 0.13) and 3 × Tg RA group (0.46 ± 0.35) were similar to those reported by Midel et al. for Tg and wild-type mice, respectively.

After confirming the effect of RA intake on memory improvement in AD model mice based on behavioral tests, we evaluated changes in the pathological hallmarks of AD, including Aβ and p-tau accumulation, by immunohistochemical analysis of the brain. The 3 × Tg-AD mice exhibit Aβ plaques and neurofibrillary tangles after six months of age^14,23^. In the control group, Aβ plaques and p-tau accumulation were found to be mild in the cortical regions in the vicinity of the amygdala and hippocampus, respectively. These data indicate that the control group mice were in an early stage of AD because the AD-associated pathological changes appear earlier in the cortical regions in the vicinity of the amygdala and hippocampus^25^. On the other hand, Aβ plaques and p-tau accumulation in these regions were suppressed in the RA group (Figs 2 and 3), suggesting that RA intake suppressed not only cognitive function but also pathological progression. We have already reported the inhibitory effect of RA on Aβ aggregation in Tg2576 mice, which supports the results of the present study^4^. The decrease in p-tau accumulation in the hippocampal CA1 region based on immunohistochemical staining suggested p-tau particularly strongly involved in suppressing cognitive decline. The hippocampal CA1 region initially recursively outputs to the entorhinal cortex and is crucial in the formation and maintenance of memory. Recent studies have shown that this area is essential for autobiographical memory, autonomous consciousness, and fixation of long-term memory^26,27^. During the pathological progression of AD, CA1 pyramidal cells show p-tau accumulation and neuronal damage earlier than other sites^25^. Furthermore, there is a strong correlation between the extent of p-tau accumulation in hippocampus and the cognitive function score^11^. These results suggest that inhibition of tau phosphorylation in hippocampus is an important mechanism underlying the preventive effect of RA in AD.

The present study revealed that the JNK signaling pathway in inflammation was inhibited in the hippocampus of the RA group (Table 2; Figs 4b, 5, and 6). Phosphorylated JNK was decreased in cells with decreased p-tau expression in the hippocampal CA1 of mice fed an RA-supplemented diet (Figs 3 and 6). RA inhibits JNK activity and protects hippocampal neurons in a mouse model of ischemia/reperfusion injury^28^. Recent studies have indicated that the activation of JNK is associated with the AD pathogenesis; thus, JNK has been garnering attention as a new therapeutic target^29,30^. JNK is activated by various cellular stress stimuli such as inflammatory cytokines, oxidation, and Aβ toxicity^31^. The JNK signaling pathway is a cell death pathway that controls apoptosis signaling^32^. Tau is a substrate of JNK, and the JNK pathway amplifies and drives subcellular changes in tau phosphorylation^33^. JNK upregulation has an complete overlap with p-tau accumulation^34^, as shown in the present study. Amyloid precursor protein is an excellent substrate for JNK, which promotes the production of the highly toxic Aβ^35^. Aβ and p-tau interact with each other; however, their relationship with each other and their common target mechanism of AD prevention is unclear. These data suggested that inhibition of the JNK signaling pathway by RA intake may be an important event for the subsequent suppression of Aβ aggregation and tau phosphorylation.

JNK1, JNK2, and JNK3 have different roles in the brain and phenotypes related to learning and cognition in corresponding knockout mouse models are also distinct^36^. We found that especially of JNK3 was suppressed in the hippocampus with an RA-supplemented diet (Fig. 5). JNK3 is the predominant JNK isoform in the nervous system, and it is highly expressed and activated in the brain tissue and cerebrospinal fluid of patients with AD and significantly correlates with the rate of cognitive decline^37^. Deletion of *Jnk3* in a mouse model of AD was shown to suppress AD-associated symptoms^38^. JNK3 expression is primarily localized to pyramidal neurons in the CA1 region of hippocampus^39^, an area that is vulnerable in early AD^40^.

Furthermore, we found that inflammation was decreased both in the brain and peripheral tissues by RA feeding in the 3 × Tg-AD mice. Recent studies have suggested that neuroinflammation significantly contributes to AD pathogenesis^41^. Most previous anti-inflammatory approaches for AD have been aimed at only reducing central inflammation. A variety of preclinical and clinical studies have demonstrated that peripheral inflammation is communicated to the brain^42–44^. Peripheral inflammatory mediators are upregulated faster than those in the central nervous system and exacerbate the development of AD symptoms^45^. Systemic inflammation in the preclinical stage is closely related to the risk of future cognitive decline^45^. Epidemiological and in vivo studies indicate that anti-inflammatory agents such as nonsteroidal anti-inflammatory drugs could delay the onset and slow the progression of AD^46^. TLRs and cytokine receptors expressed in cerebrovascular endothelial cells mediate the transmission of inflammatory signals to the central nervous system^43^. The suppression of peripheral inflammatory signals, which are considered beneficial for pro-inflammatory signaling in the central nervous system, might therefore potentially contribute to the prevention of AD. RA has potent anti-inflammatory activity in rat models of local and systemic inflammation^47^.

RA feeding suppressed the expression levels of inflammatory mediators, such as *Il-1b*, *Tnf*, *Cxcl13*, and *Hmgb1*, not only in the periphery but also in the brain (Fig. 7a–e). IL-1β and TNF-α, which are typical inflammatory cytokines, are increased in both the brain and periphery and worsen the clinical presentation of early-stage AD^42,48^. The chemokines CCL5 and CXCL13 easily cross the blood–brain barrier, which is compromised by inflammation. HMGB1, a damage-associated molecular pattern and a late inflammatory marker produced in the presence of damaged cells^49^, reduces the ability of microglia to phagocytose Aβ and contributes to the failure of blood–brain barrier function^50,51^. Similar to Aβ, HMGB1 binds to TLR and activates downstream pathways including the JNK signaling pathway^49,52^. Cognitive decline was shown to be suppressed by early subcutaneous injection of HMGB1 antibodies in the 5 × FAD mouse model of AD^53^. In the present study, we confirmed that the inflammatory mediator gene expression levels were decreased in both the periphery and the central nervous system in the RA group, indicating that feeding with RA reduced the chronic inflammatory state, resulting in the suppression of inflammatory signal transmission. Since inflammation activates the JNK signaling pathway, these results suggest that the JNK signaling pathway in hippocampus might be suppressed by the anti-inflammatory effect of RA.

Although we confirmed that inflammation was suppressed in both the periphery and brain, the order in which this suppression took place is unclear. As above discussed, peripheral inflammatory mediators are upregulated faster than those in the central nervous system and exacerbate the development of AD symptoms^45^. Several previous studies have reported that RA has high anti-inflammatory activity in the periphery^54,55^. We previously measured the concentration of RA in the brains and plasma of wild-type mice fed a diet containing 0.5% RA for seven weeks using high-performance liquid chromatography coupled with electrochemical detection^5^. RA was detected in the plasma but not in the brain. Therefore, it is possible that peripheral inflammation may be initially suppressed followed by suppression in the brain. On the other hand, the possibility is that very low concentrations of RA or its metabolites work as an active ingredient in brain. We acknowledge that confirming the order of suppression of inflammation in the periphery and brain and clarifying the pharmacokinetics of RA and its metabolites are important for elucidating the action mechanism of RA; therefore, we will test our hypothesis in future research.

In conclusion, RA supplementation inhibited the pathological hallmarks of AD, including Aβ and p-tau accumulation, and improved cognitive function in male 3 × Tg-AD mice. RA intake also suppressed inflammation in the periphery as well as the central nervous system. As a result, the JNK signaling pathway associated with tau phosphorylation was downregulated, especially in hippocampus. Overall, these data suggest that RA administration suppresses hippocampal JNK signaling pathway and prevents the progression of pathology and cognitive deficits.

## Methods

### Animals

Six to eight-week-old male 3 × Tg-AD mice (The Jackson Laboratory, ME, USA), which express amyloid precursor protein _Swe_, tau_P301L_, and presenilin 1_M146V_, were divided into two groups: control group (*n* = 8) on a normal AIN-93G diet prepared in our laboratory from essential ingredients (Oriental Yeast, Shiga, Japan) and RA group (*n* = 9) on a normal diet supplemented with 0.5% RA. Mice were housed under controlled conditions with a temperature of 20–26 °C and a humidity of 40–60% under a 12/12-h light-dark cycle, with ad libitum food and water intake. Body weight and food consumption were measured twice weekly. After 8 months, all mice were sacrificed under isoflurane anesthesia and blood and organs were collected. The study was approved by the animal experiment committee of the University of Tokyo and performed in accordance with relevant guidelines and regulations (approval number, P16-224).

### Blood biochemistry

Blood samples were centrifuged at 1000 × *g* at 4 °C for 10 min to obtain EDTA plasma. Aspartate aminotransferase, alanine aminotransferase, lactate dehydrogenase, creatine kinase, triacylglycerol, free cholesterol, esterified cholesterol, low-density and high-density cholesterol, glucose, glycoalbumin, and total ketone body levels in plasma were analyzed by Oriental Yeast (Tokyo, Japan).

### Y-maze test

All behavioral tests were performed when the animals were ten months of age. Spontaneous alternation was measured in an acrylic Y-maze comprising three arms (5 cm wide × 30 cm deep × 15 cm high) oriented at an angle of 120° from each other (Fig. 1b). Mice were placed in the distal end of an arm and allowed to explore the maze during an 8-min trial. The sequence of arm entries was recorded and the percentage of alternations (entry into an arm that differed from the previous two entries) was calculated using the following formula: number of alternations/(total number of arm entries − 2).

### Novel object recognition test

The distinction between familiar and unfamiliar objects is an index of recognition memory, and its measurement is aided by the innate preference of rodents for novel objects over familiar objects. The novel object recognition test was performed in a large plastic cage (18 cm wide × 28 cm deep × 22 cm high) and comprised two phases: acquisition phase (phase 1) and test phase (phase 2) (Fig. 1e). In both phases, all mice were placed in the activity chamber and allowed to explore freely for 5 min. In phase 1, the chamber contained two identical objects placed in opposite corners. In phase 2, one of the familiar objects was replaced by a novel object. The objects were validated prior to the test to ensure that there was no inherent preference for either object (data not shown). The two phases were separated from each other by a 5-min and a 24-h interval to evaluate short- and long-term memory, respectively^23^. Exploration was defined as directing the nose to the object at a distance of <2 cm or touching the object with the nose or forepaws. Test results were expressed as discrimination index (DI) between objects during the test session, which was calculated as the difference between the time spent exploring the novel object (N) and the familiar object (F) divided by the total time exploring both objects (DI = [N − F]/[N + F]).

### Immunohistochemistry

Brain hemispheres were embedded in paraffin and cut into 5-μm thick sections. After deparaffinization, the sections were incubated in formic acid for 5 min and in HistoVT One (Nacalai Tesque, Kyoto, Japan) for 20–40 min at 90 °C. After blocking with EzBlock BSA (ATTO, Tokyo, Japan), the sections were incubated with specific primary antibodies overnight at 4 °C. The nucleus of the nerve cells was stained using hematoxylin and eosin staining. The antibodies included mouse monoclonal anti-Aβ 17-24 (4G8, 1:1000; RRID: AB_2564633; BioLegend, CA, USA), mouse monoclonal PHF-tau pSer202/Thr205 (AT8, 1:1000; RRID: AB_223647; Thermo Scientific, IL, USA), mouse monoclonal anti-p-JNK (G-7) pThr183/Tyr185 (G-7, 1:50; RRID: AB_628232; Santa Cruz, TX, USA), and mouse monoclonal anti-p-c-Jun p Ser63 (KM-1, 1:300; RRID: AB_627262; Santa Cruz). The samples were washed with Tris-buffered saline supplemented with 0.03% Triton X-100 and stained using Dako EnVision+ System-HRP labeled polymer (Dako, CA, USA), according to the manufacturer’s instructions. Liquid DAB + Substrate Chromogen system (Dako) was used for visualization according to the manufacturer’s instructions, followed by nuclear counterstaining with Mayer’s hematoxylin. Images were acquired using a light microscope (BX53; Olympus, Tokyo, Japan). Figure 2b shows the Aβ plaque area per 1000 μm^2^ of cortical regions in the vicinity of the amygdala; three mice per group were included in the analyses. As shown in Fig. 3c, d, the CA1 region and dentate gyrus (DG) were divided into three areas, and AT8-positive cells were counted to calculate the ratio of p-tau-positive cells to the total number of cells; three mice per group were included in the analyses. The ratio of AT8-positive cells was presented as an average of three areas.

### DNA microarray analysis

Total RNA was isolated from hippocampus using the NucleoSpin RNA kit (Macherey-Nagel, PA, USA), and RNA quality was determined by RNA integrity number using an Agilent 2100 Bioanalyzer (Agilent Technologies, CA, USA) and an Agilent RNA 6000 Nano kit (Agilent Technologies). The RNA integrity number was >7 for all samples. Affymetrix GeneChip Mouse Genome 430 2.0 arrays (CA, USA) were used for transcriptome expression profiling of hippocampi from four mice with an average weight in each group. The arrays were processed according to the standard protocol included in the GeneChip expression analysis technical manual by Affymetrix. Briefly, the pooled total RNA was reverse transcribed into double-stranded cDNA using the Affymetrix GeneChip 3′ IVT Express kit (Thermo Fisher Scientific), and labeled DNA aliquots were incubated in the hybridization solution at 45 °C for 16 h. After washing and staining, the arrays were scanned using the Affymetrix GeneChip Scanner 3000. The microarray dataset has been submitted to the Gene Expression Omnibus (https://www.ncbi.nlm.nih.gov/geo/) under the accession number GSE128494. The CEL files were analyzed using the statistical software program R (https://cran.r-project.org/) and Bioconductor 2.2 (http://www.bioconductor.org/). Signal intensity was normalized using the FARMS method^56^ with R 2.10.1, and probe sets were extracted based on a false discovery rate of 0.05 for differentially expressed genes (DEGs) by the rank product method^57^ using R 3.1.2. Between-sample similarity was examined using principal component analysis. DEGs were identified with gene ontology (GO) terms using the Database for Annotation Visualization and Integrated Discover (DAVID) 6.8 (https://david.ncifcrf.gov) based on a *p* value of < 0.005 by the modified Fisher’s exact test and a fold enrichment score of >3.0.

### Quantitative RT-PCR

Quantitative reverse transcription (qRT)-polymerase chain reaction (PCR) was performed for samples collected from all animals in both groups (control, *n* = 8; RA, *n* = 9). Briefly, purified total RNA (0.5 μg) was reverse transcribed using the PrimeScript RT Reagent kit (TaKaRa, Shiga, Japan) and the synthesized cDNA was amplified on a Rotor-Gene 6000 instrument (Corbett Research, Sydney, Australia) using TB Green Premix EX Taq II (TaKaRa). Primers (Supplementary Table S1) were designed using the PRIMER3 web application. SYBR green EX (TaKaRa) was used on a real-time PCR detection system (TaKaRa). Relative mRNA amounts were normalized to glyceraldehyde-3-phosphate dehydrogenase (*Gapdh*) mRNA and expressed as fold changes.

### Enzyme-linked immunosorbent assay

Neuronal protein extract reagent (Thermo Scientific) was added to frozen hippocampal tissues and homogenized using BioMasher II (Nippi, Tokyo, Japan). The homogenates were centrifuged at 10,000 × *g* for 4 °C at 10 min to obtain supernatants. c-Jun N-terminal kinase 3 (JNK3) levels were quantified using the mouse mitogen-activated protein kinase 10 enzyme-linked immunosorbent assay kit (MyBioSource, CA, USA) according to the manufacturer’s instructions. Absorbance at 450 nm was measured using a microplate reader (Varioskan LUX; Thermo Fisher Scientific), and JNK3 concentrations (ng/mL) in samples were calculated (control, *n* = 5; RA, *n* = 6).

### Statistical analysis

Values were expressed as means ± standard error. Data between two groups were compared using Student’s *t-*test, and the differences were considered statistically significant at a *p-*value of < 0.05.

## Supplementary information

Supplemental materials

reporting-summary

## Data Availability

The data supporting the findings reported herein are available on reasonable request from the corresponding author.

# Supplementary material for: Rosmarinic acid suppresses tau phosphorylation and cognitive decline by downregulating the JNK signaling pathway
**Source:** NPJ Sci Food. 2021 Jan 29;5:1. doi: 10.1038/s41538-021-00084-5
**Supplement:** Supplementary file 1 — Supplemental materials

## Supplemental materials

Rosmarinic acid suppresses tau phosphorylation and cognitive decline by downregulating the JNK signaling pathway

So Yamamoto<sup>a</sup>, Tomoko Kayama<sup>a</sup>, Moeko Noguchi-Shinohara<sup>b</sup>, Tsuyoshi Hamaguchi<sup>b</sup>, Masahito Yamada<sup>b</sup>, Keiko Abe<sup>c,d</sup>, Shoko Kobayashi<sup>a\*</sup>

### Supplementary Table S1. All primer sequences used in this study

| Gene          | Sequence (Forward)           | Sequence (Reverse)           |
|---------------|------------------------------|------------------------------|
| <i>Gapdh</i>  | 5'-GTCGGTGTGAACGGATTTGG-3'   | 5'-GACTCCACGACATACTCAGC-3'   |
| <i>Jnk1</i>   | 5'-TGTTCCCCGATGTGCTTTTC-3'   | 5'-ACGTTGATGTATGGGTGCTG-3'   |
| <i>Jnk2</i>   | 5'-GGCATGGGCTACAAAGAGAATG-3' | 5'-AACTCTGCGGATGGTGTTCC-3'   |
| <i>Jnk3</i>   | 5'-GTCCTCATGAAGTGTGTGAACC-3' | 5'-AGCTCCATCTGAATCACCTGAC-3' |
| <i>Dusp1</i>  | 5'-TACTAGTGTGCCTGACAGTGC-3'  | 5'-AGCATATCCTTCCGAGAAGCG-3'  |
| <i>Il1b</i>   | 5'-AAGTTGACGGACCCCAAAAG-3'   | 5'-ATGTGCTGCTGCGAGATTTG-3'   |
| <i>Tnf</i>    | 5'-AGCCTCTTCTCATTCTGCTTG-3'  | 5'-TGGGCCATAGAACTGATGAGAG-3' |
| <i>Ccl5</i>   | 5'-TCACCATCATCCTCACTGCAG-3'  | 5'-AGAGGTAGGCAAAGCAGCAG-3'   |
| <i>Cxcl13</i> | 5'-GCTGCCCCAAACTGAAGTTG-3'   | 5'-TTTGGCACGAGGATTCACAC-3'   |
| <i>Hmgb1</i>  | 5'-ACAACACTGCAGCAGATGAC-3'   | 5'-TTCGCTGCATCAGGTTTTCC-3'   |
| <i>Tlr2</i>   | 5'-CGTTGTTCCCTGTGTTGCT-3'    | 5'-AAAGTGGTTGTCGCCTGCT-3'    |
| <i>Tlr4</i>   | 5'-TTCACCTCTGCCTTCACTACA-3'  | 5'-GGGACTTCTCAACCTTCTCAA-3'  |

**Supplementary Table S2. Plasma biochemistry**

| test          | Control      | RA           | <i>p</i> -value |
|---------------|--------------|--------------|-----------------|
| AST (IU/L)    | 86.0 ± 9.5   | 100.8 ± 8.3  | 0.27            |
| ALT (IU/L)    | 26.0 ± 4.1   | 30.8 ± 4.0   | 0.43            |
| LDH (IU/L)    | 777.2 ± 341  | 707.4 ± 119  | 0.83            |
| CK (IU/L)     | 148.4 ± 23.0 | 244.8 ± 36.3 | 0.07            |
| TG (mg/dL)    | 50.0 ± 7.1   | 43.7 ± 10.0  | 0.65            |
| F-CHO (mg/dL) | 12.0 ± 0.9   | 13.4 ± 2.2   | 0.62            |
| E-CHO (mg/dL) | 28.0 ± 4.4   | 33.1 ± 6.4   | 0.56            |
| LDL-C (mg/dL) | 2.8 ± 0.5    | 2.8 ± 0.4    | 0.93            |
| HDL-C (mg/dL) | 20.8 ± 2.6   | 26.2 ± 4.2   | 0.34            |
| GLU (mg/dL)   | 286.4 ± 18.6 | 290.8 ± 15.8 | 0.86            |
| GA (%)        | 5.2 ± 0.5    | 5.8 ± 0.4    | 0.35            |
| T-KB (μmol/L) | 82.4 ± 6.9   | 100.8 ± 11.1 | 0.23            |

Values are expressed as the mean ± S.E. (n = 8) AST: aspartate aminotransferase, ALT: alanine aminotransferase, LDH: lactate dehydrogenase, CK: creatine kinase, TG: triglyceride, F-CHO: free cholesterol, E-CHO: esterified cholesterol, LDL-C: low-density lipoprotein cholesterol, HDL-C: high-density lipoprotein cholesterol, GLU: glucose, GA: glycoalbumin, T-KB: total ketone body.

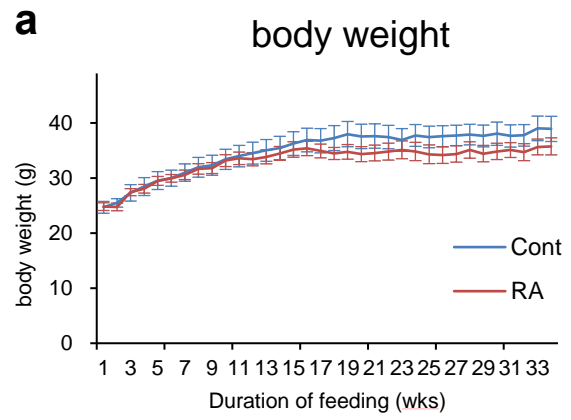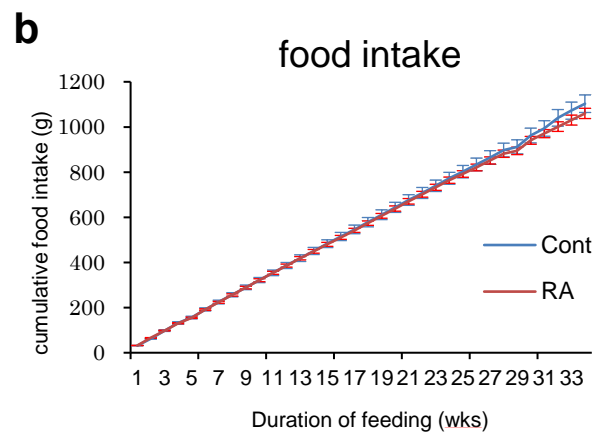

**Supplementary Figure S1.** Body weight and food intake. Body weight and food consumption were measured twice a week following receipt of animals and for a period of 8 months. **a** Body weight. **b** Cumulative food intake. Data are shown as mean  $\pm$  S.E.

# Supplementary material for: Rosmarinic acid suppresses tau phosphorylation and cognitive decline by downregulating the JNK signaling pathway
**Source:** NPJ Sci Food. 2021 Jan 29;5:1. doi: 10.1038/s41538-021-00084-5
**Supplement:** Supplementary file 2 — reporting-summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- |                                     |                                     |                                                                                                                                                                                                                                                            |
|-------------------------------------|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A description of all covariates tested                                                                                                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                         |

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

**Data collection** Provide a description of all commercial, open source and custom code used to collect the data in this study, specifying the version used OR state that no software was used.

**Data analysis** Database for Annotation Visualization and Integrated Discover (DAVID)  
ImageJ

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

The data supporting the findings reported herein are available on reasonable request from the corresponding author.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                       |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | 3×Tg-AD mice were divided into two groups: control group (n = 8) and RA group (n = 9) .                                                                                                                                                                                                                                                                                               |
| Data exclusions | No samples or animals were excluded from the analysis except for Immunostaining and DNA microarray analysis.<br>The immunohistochemical staining was to ensure adequate power for statistical analysis at least three samples obtained from biologically independent from three individual mice.<br>DNA microarrays were performed with a median body weight of n = 4 for each group. |
| Replication     | The experimental findings were reliably reproduced through repeated experiments. The expression of annotated genes was confirmed by RT-qPCR using all mice (Figure 5 and 7).                                                                                                                                                                                                          |
| Randomization   | Animals were assigned randomly to experimental and control groups, and within animal controls were performed wherever possible.                                                                                                                                                                                                                                                       |
| Blinding        | The investigators were not blinded during data collection.                                                                                                                                                                                                                                                                                                                            |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

### Methods

| n/a                                 | Involved in the study                                           | n/a                                 | Involved in the study                           |
|-------------------------------------|-----------------------------------------------------------------|-------------------------------------|-------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  | <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  | <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          | <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |                                     |                                                 |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |                                     |                                                 |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |                                     |                                                 |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |                                     |                                                 |

## Antibodies

|                 |                                                 |
|-----------------|-------------------------------------------------|
| Antibodies used | Described in Materials and Methods              |
| Validation      | All antibodies were validated by manufacturers. |

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

|                         |                                                                                                                                                                                                                                                                                                                                                               |
|-------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | 3×Tg-AD mice                                                                                                                                                                                                                                                                                                                                                  |
| Wild animals            | <i>Provide details on animals observed in or captured in the field; report species, sex and age where possible. Describe how animals were caught and transported and what happened to captive animals after the study (if killed, explain why and describe method; if released, say where and when) OR state that the study did not involve wild animals.</i> |
| Field-collected samples | <i>For laboratory work with field-collected samples, describe all relevant parameters such as housing, maintenance, temperature, photoperiod and end-of-experiment protocol OR state that the study did not involve samples collected from the field.</i>                                                                                                     |
| Ethics oversight        | The study was approved by the animal experiment committee of the University of Tokyo and performed in accordance with relevant guidelines and regulations (approval number, P16-224).                                                                                                                                                                         |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

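Hippocampal RNA of 4 control and 4 RA samples from 3 × Tg-AD mice, taken at 10 months of age after 8 months on a diet without RA or with 0.5% RA, was measured on 8 Affymetrix mouse genome arrays. The groups and array numbers follow the sample labels. The Methods state that hippocampi of 4 mice of average weight per group were profiled and also mention pooled total RNA.

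The authors read the scanner files in R and summarised the probes with FARMS, and the deposited values are log2 summaries of each probe set. The scaling between arrays that was run with FARMS is not given in the sources used here, and the scanner files were not used. FARMS models the signal that the probes of a probe set share and draws the values of a probe set without such signal to a constant. Of 45037 probe sets, 41279 had an SD of at most 0.01 over all arrays, with a median SD of 0.000197 over all probe sets, so differences between groups can be measured for a minority of transcripts. The deposited log2 values were used without further scaling. Array medians differed little, but they did not overlap, at 5.829 to 5.831 in the control group and 5.833 to 5.835 in the RA group. Of the probe sets with an SD above 0.01, 73.1% had a higher mean in the RA group, with a median log2 fold change of 0.069. How far this lean towards higher values gave the higher calls and the higher list means was not tested.

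Probe sets were named from the platform annotation, with symbols updated to a table of mouse genes of the assembly GRCm38.p6: 34741 through the gene number, 1 through an accession and 203 as listed. The probe sets that name several genes (932) or none (9160) were tested but name no gene here. Hmgb1 and Gapdh have no probe set that names them alone.

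The main test was the rank product of the paper's Methods, written in R 4.3.3 for 2 unpaired groups, with 100 permutations of the values within each array and a threshold of 0.05 on the estimated proportion of false positives in each direction. limma 3.58.1 gave log2 fold changes, standard errors and Benjamini-Hochberg adjusted p-values for the same probe sets. Single genes were compared with an exact permutation test of the difference in means, 2-sided. Principal components were computed from centred, unscaled values, and the share of variance between the groups was set against all 35 splits of the arrays. Whether a straight line parts the groups on the plane of the first 2 components was tested after the values were seen. Gene lists, 51 in number, were tested on 1 probe set per gene with camera at a correlation of 0.01 between genes, with camera at an estimated correlation and with fry, adjusted over the 51 lists. At the preset correlation camera called 11 lists higher and none lower, and with an estimated correlation it called none. Nearly constant genes enter these tests along with those that vary. Among the probe sets with an SD above 0.01, camera called 1 list higher. fry, which tests whether the genes of a list move one way, called the list of fatty acid and triglyceride metabolism (adjusted p = 0.0133) and no other. Both tests were checked on simulated data with 45037 probe sets and 200 changed ones over 10 draws. With the spread of the real probe sets, the rank product recovered 68.2% of changes of 0.25, 94.2% of changes of 0.5 and 99.7% of changes of 1 on the log2 scale, along with a mean of 650.6 unchanged probe sets, while limma recovered 4.71%, 16.4% and 44.2% along with 2.2. With equal spread in all probe sets, the rank product called a mean of 1.9 unchanged probe sets.

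The genes named in the text were chosen by a rule set beforehand: every gene the paper names for the arrays, the 12 higher and 12 lower genes with the largest change among called genes whose groups did not overlap, and up to 4 called members of each list, or 2 members given as values where none was called. Genes named beyond this rule, chosen after their values were seen, are Mmp14, Csnk1a1, Camk2b, Gsk3b, Cdk5, Gpam, Gclm, Gpx4, Rfx3, Tnr, Rps3, Hspa8, Hspa1b, Hspa5, Cat, Cox5a, Cxcl12, Homer1, Oasl2 and the haemoglobin genes, with the wider set of choroid plexus genes. The alternatives tried were quantile normalization, subtraction of array medians, a filter on low means, a filter on low SD within groups, leaving out each array, a replicate block, 1 probe set per gene, the mean of all probe sets of a gene, any probe set of a gene, the rank sum, a threshold of 0.01, limma in place of the rank product, a trend with robust moderation, array weights, the methods' t-test, scaling to unit variance and an estimated correlation. A test of only the 3758 probe sets with an SD above 0.01 was added after the values were seen. The authors' enrichment analysis was not repeated, because the gene sets of its database were not used here.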

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

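Of the tests in this part, the simulation of arrays with no difference, the haemoglobin comparison and both tests among the probe sets that vary were set out before their results were seen, the last of these with the number of calls known, and the others after. In 130 groups of 4 arrays, 8 held an array that stood apart by Dixon's test, where 6.5 are expected by chance, so their number is near that of chance, which does not tell whether any 1 of the values below is chance.

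In control 3, the mean of the 20 choroid plexus and ependyma genes lay 1.192 above their average over all arrays, with the other control arrays between -0.694 and -0.642. The retinol genes of the same array lay 0.368 above theirs. The mean of the inflammatory mediators lay 0.428 above its average in control 2, against -0.172 to -0.120 in the other control arrays. In RA 2, the genes of long-term potentiation and depression lay at -0.112 and the oligodendrocyte precursor genes at -0.076, below the other RA arrays. The endocannabinoid genes of RA 4 lay at -0.0083, below the other RA arrays. Control 1 had the lowest control value of Map2k1, 10.45, and control 3 had a value of 8.078 in a probe set of Mapk8, with 6.853 as the next.

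The rank product called 694 probe sets between the groups. Of the 35 splits of the arrays into 4 and 4, 14 gave as many calls, with 2323 in the highest of the others, so chance cannot be excluded. Why some other splits gave more calls was not tested. Simulated arrays with the spread of each probe set and no difference gave a mean of 736.1 calls, so the count may come from the unequal spread of the probe sets, of which most are nearly constant and rank in the middle of every comparison. Among the 3758 probe sets that vary, 21 were called, 11 of 35 splits gave as many with 148 in the highest other, and simulated arrays gave a mean of 23.3. limma called 0 probe sets, so 35 of 35 splits gave as many by construction, with 1 in the highest other, and this comparison says nothing about chance. It gave 4553 an unadjusted p under 0.05. Only the split of control 1, control 4, RA 1 and RA 2 from the rest gave more, at 5752, and the next gave 4350. However, 4190 of the 4553 were nearly constant, which is no measure of a difference in transcripts. A difference between the diets in single genes such as C1ql3 or Dusp1 stays open, since no test of these counts excludes it. For Dusp1, the paper also reports an increase in the hippocampus by quantitative PCR of all mice.

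The choroid plexus genes, 15 of 20 called higher in the RA group, moved together between the arrays of each group. After group means were subtracted, the median correlation of each gene with the mean of the others was 0.982, from 0.490 for Rarres2 to 0.997 for Otx2 and Calml4, as differing amounts of choroid plexus tissue in the dissected samples could give. Ttr ranged from 7.67 in RA 2 to 13.39 in control 3, so 1 control array and 3 RA arrays were high, and Igfbp2 is also on the list of meningeal genes. The difference between the groups in the mean of the list was 0.411 (exact permutation test, 2-sided p = 0.543), which neither shows nor excludes an effect of the diet. Dissection and diet cannot be told apart for the part of the difference that lies between the groups, because no measure of the dissected tissue was analysed here.

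Ccl5 and both probe sets of Cxcl13, 3 probe sets in all, were called lower in the RA group. The paper also reports both genes as lower in the hippocampus by quantitative PCR of all mice. Without control 2, which was left out because it was the highest array in all of them, 0 of the 3 were called, with log2 fold changes of -0.0023 for Ccl5 and 0.21 and 0.25 for Cxcl13. None of the 3 was called without RA 2 or RA 3 either, and Ccl5 and 1 probe set of Cxcl13 also lost their calls without control 1 or control 3, so by the requirement that no other array removes the calls, which was added after the values were seen, whether 1 control array gave them stays open. Blood in the sample of control 2 was weighed through the haemoglobin genes, whose mean there lay 0.125 above the highest of the other arrays, which met the criterion set beforehand, but only Hbb-b2 of them varies and a requirement of 2 varying genes was added after the values were seen. The 5 varying genes of the blood list were also highest in control 2, at 0.325 with RA 1 next at 0.129, as were the interferon genes, at 0.516 with RA 1 next at 0.301, while RA 3 was the next highest in Hbb-b2, at 6.62, and low in Ccl5, at 5.44, so blood, an immune response in these samples and the diet all stay open.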

How the results depend on the processing

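The alternatives were set beforehand, except the restriction to probe sets with an SD above 0.01, which was chosen after seeing the data. Of 105 called probe sets of the named genes, 20 were called in each fit without 1 array. The call of 18 was kept in every alternative set beforehand that followed single probe sets, where the probe set was tested. These alternatives were both scalings, the filter on low means, the replicate block, the mean of a gene's probe sets and leaving out each array. limma in place of the rank product called none of them. For a change of call or count, the cause was not tested unless it is named. The 435 probe sets called higher became 51 with the filter on low means, 47 with the filter on SD within groups, 94 with 1 probe set per gene, 109 with the rank sum, 38 at a threshold of 0.01, 0 with limma and 4 among the probe sets with an SD above 0.01, and 28 to 953 when 1 array was left out (28 without RA 1, 44 without RA 2, 37 without RA 3, 41 without RA 4, 226 without control 2, 953 without control 1). The 259 called lower became 71 with 1 probe set per gene, 136 with the rank sum, 156 at a threshold of 0.01, 0 with limma and 17 among the probe sets with an SD above 0.01, and 137 to 317 when 1 array was left out (137 without control 2, 152 without control 3, 167 without control 4). The share called higher among all calls was 62.7%, and 21.3% with the filter on low means, 9.21% to 15.9% without an RA array and 60.7% with quantile normalization. limma called 0 probe sets in either direction, 0 or 1 lower without 1 array, 106 higher and 28437 lower after quantile normalization, and 186 higher and 41257 lower after subtraction of array medians. By construction, these scalings move the nearly constant values with the array medians, to a median log2 fold change of -0.0026 and -0.0038, so a direction that turns with them says nothing about a list. The share of variance between groups was 12.4%, 10.6% to 19.3% when 1 array was left out and 18.6% with each probe set scaled to unit variance (exact permutation test, 1-sided p = 0.0571, against 0.429). The rank of Mapk10 was 3 to 5 when 1 array was left out, and 1 with the mean of all probe sets and with each gene's most negative probe set.

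The replicate block, which treats arrays with the same number as pairs, gave 102 probe sets called higher and 211 lower, or 32.6% higher. The values give little sign that the numbers pair the arrays: the correlations of their deviations were -0.122, -0.328, 0.448 and -0.393, no control array correlated best with the RA array of its number, and of the RA arrays only RA 3 did with its control.

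The camera test called 11 lists higher, which became 37 with quantile normalization, 42 with subtraction of array medians, 0 with the filter on low means, 1 among probe sets with an SD above 0.01, 0 with an estimated correlation and 4 to 12 when 1 array was left out. The lists called lower were 0, and 0 to 1 when 1 array was left out. With quantile normalization and with subtraction of array medians, in this order, the direction turned for GABA signaling (adjusted p = 1.58e-08 and 1.81e-08), long-term potentiation and depression (1.14e-08 and 1.38e-08), cGMP-PKG signaling (0.00804 and 0.00217), estrogen signaling (0.00393 and 0.00906), dentate gyrus granule neurons (0.0146 and 7.57e-05) and potassium channels (0.0109 and 0.00906), and with the subtraction also for inflammatory mediators (0.0298) and dopamine signaling (0.00702). Oxidative phosphorylation turned among the probe sets with an SD above 0.01 (0.686). When 1 array was left out, the log2 fold change turned positive for Cxcl13 (0.25, 0.094 and 0.064 in the probe set with the higher mean and 0.21, 0.047 and 0.0086 in the other, without control 2, RA 2 and RA 3), Neurod6 (0.017) and Epha7 (0.078) without RA 2, Lct (0.035 and 0.19) and Dsp (0.079 and 0.16) without control 3 and RA 2, and Cldn11 (0.13, 0.076 and 0.24) without control 2, control 3 and RA 2. The lowest values were -0.46 and -0.54 for Cxcl13 without RA 1, and without control 1 -0.62 for Neurod6, -0.43 for Epha7, -0.59 for Lct, -0.66 for Dsp and -0.37 for Cldn11. No fits without 1 array are given here for Oasl2. Its array values give a higher mean in the RA group without control 2 and, narrowly, without RA 3. The values hold no measure of signal over background, and the number of arrays and the nearly constant summaries limit what can be compared.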

Differences from the paper's values

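Of the paper's numbers for the arrays, the count of differentially expressed genes and the shares of the first 2 components were compared, and neither differs by more than 1.5 times, while the counts and fold enrichments of its Tables 1 and 2 were not compared. The paper's 549 differentially expressed genes stand beside 694 probe sets that name 533 genes, at the same false discovery rate of 0.05. The paper's text does not say whether its number counts probe sets or genes. Of the alternatives set before the data were examined, 561 calls without control 3 came closest to it. The first principal component held 54.9% of the variance and the second 17.2%, and the paper's figure prints about 55% and about 18% in Fig. 4a, read by eye.

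The paper describes 2 separate clusters in the principal component analysis. Here the groups overlapped on the first component and on the second, where control 3 lay among the RA arrays. On the plane of both no straight line parts the groups, though one does if RA 1, control 1 or control 3 is not counted, and of the 35 splits of the arrays 6 are parted. The share of variance between groups was 12.4% (exact permutation test, 1-sided p = 0.429). With each probe set scaled to unit variance, an alternative set before the data were examined, it was 18.6% (exact permutation test, 1-sided p = 0.0571). The paper's pathway drawing in Fig. 4b shows Il1b and Tnf as downregulated, while their log2 fold changes here were -0.00053 and -0.00029, with nearly constant values and no call. The paper ranks Jnk3 as the tau kinase with the largest decrease. Here Mapk10 ranked 3 of 43, with Csnk1a1 (-0.14) and Camk2b (-0.08) below it, and it ranked 1 under 2 alternatives set before the data were examined, each gene's most negative probe set and the mean of all its probe sets. Of the genes that the paper gives as downregulated, Map2k1 and Ccl5 were called lower here, as were 1 of 3 probe sets of Mapk10 and 1 of 3 of Atf4, and Dusp1 was called higher. The probe sets of Mapk10 and Atf4 with the highest mean, which stand for these genes in the lists, were not called (log2 fold changes -0.05 and 0.0016).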

Other observations

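The restriction to probe sets that vary was chosen only after the values were seen, and it applies to the means of lists given here. Of 30 measured immediate early genes, which neurons and other cells induce soon after stimulation, 8 were called higher in the RA group, none lower and 22 were not called. With any probe set counted, 10 were called higher, and Homer1 was called in both directions. Beside Fos, Dusp1 and Egr2, the transcription factor Egr1 was called higher (log2 fold change 0.41, standard error 0.168, adjusted p = 0.487 from limma). The camera test placed the list above the other genes (adjusted p = 0.00639, and adjusted p = 0.744 with an estimated correlation). The mean of its 17 genes that vary was higher in every RA array than in every control array, at 0.0248 to 0.264 against -0.228 to 0.0212 (exact permutation test, 2-sided p = 0.0286, and 0.385 after adjustment over 50 lists). These 17 genes had a median log2 fold change of 0.286, and all varying probe sets together one of 0.069. Egr1 lost its call without any one RA array (proportion of false positives up to 0.119). The neuropeptide genes Cartpt (0.61, standard error 0.394), Nts (0.41, standard error 0.160) and Adcyap1 (0.29, standard error 0.218) were called higher among 5 of 27 neuropeptide genes, with none lower (camera adjusted p = 0.292). Cartpt lost its call without RA 1 or RA 2, Nts without RA 1 or RA 3 and Adcyap1 without control 3 or any RA array (proportion of false positives up to 0.263).

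Genes of vessels, meninges and thalamus were called higher and none of them lower. They include 5 of 21 genes of endothelial cells and pericytes, such as the smooth muscle genes Acta2 (0.62, standard error 0.463) and Myl9 (0.49, standard error 0.273), 11 of 18 of meninges and fibroblasts, such as Slc13a4 (0.64, standard error 0.391) and Fmod (0.61, standard error 0.514), and 6 of 21 of thalamus, such as Zic1 (0.69, standard error 0.372) and Tcf7l2 (0.32, standard error 0.281). camera gave adjusted p-values of 0.00639, 0.0266 and 0.0266 for these lists, and adjusted p = 0.876 for each with an estimated correlation. In RA 2, the mean of the meningeal genes lay 0.790 and that of the endothelial genes 0.696 above their averages, and the calls of Acta2, Myl9, Slc13a4 and Fmod were lost without it, and those of Acta2 and Myl9 also without RA 4 (proportion of false positives up to 0.25). Zic1 lost its call without RA 1 (0.0814), and Tcf7l2 without control 2 or any RA array (up to 0.259). When 1 array was left out, the log2 fold change ran from 0.23 to 0.88 for Acta2 and from 0.24 to 0.66 for Myl9. It ran from 0.44 to 0.91 for Slc13a4 and from 0.23 to 0.86 for Fmod. For Zic1 the range was 0.48 to 0.99, and for Tcf7l2 it was 0.11 to 0.47.

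Among cell types of the hippocampus, Aldh1l1 (0.23, standard error 0.0776) was called higher among 17 astrocyte genes (camera adjusted p = 0.0256, and adjusted p = 0.876 with an estimated correlation). Olfml3 and C1qc were called higher among 19 microglia genes (0.0579), Pdgfra and Olig1 among 12 oligodendrocyte precursor genes (0.463), Tac1 and Calb2 among 18 interneuron genes (0.972), Cacng5 and Pcp4 among 16 genes of CA3 and CA2 pyramidal neurons (0.536) and Dcn among 12 genes of CA1 pyramidal neurons (0.982). Lct and Dsp were called lower among 17 genes of dentate gyrus granule neurons (0.114), and Cldn11 among 19 oligodendrocyte genes (0.972). Of 20 genes of reactive astrocytes, Cp, Lcn2 and Vim were called higher (0.80), and C1qc among 14 complement genes (0.781). Ccn2 and Mef2c were called higher among 18 genes of the cerebral cortex (0.280), and Tac1 higher and Pde10a lower among 18 of the striatum (0.972). With any probe set counted, 4 astrocyte genes and 3 of the cerebral cortex were called higher, and 3 oligodendrocyte genes and 3 of dentate gyrus granule neurons lower. Apart from Pde10a, each of the genes named here lost its call without at least 1 RA array (proportion of false positives up to 0.635). Pde10a lost its call with the mean of all its probe sets and among the probe sets that vary.

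Rpl19 and Rpl4 were called higher among 25 ribosomal protein genes (camera adjusted p = 0.00639, and adjusted p = 0.744 with an estimated correlation). Of the 25 genes, 8 vary. Rpl19 and Rpl4 both lost their calls without any one RA array (proportion of false positives up to 0.197). Snap25 was called lower among 32 genes of the synaptic vesicle cycle (0.926) and Ywhaz among 10 housekeeping genes (-0.24, standard error 0.0583, camera adjusted p = 0.876). Ywhaz kept its call in each fit without 1 array. It lost the call with the mean of all its probe sets and among the probe sets that vary. The rank product called none of 21 genes of disease-associated microglia (0.522), with B2m at 0.20 and Lyz2 at 0.20, and none of 22 amyloid and tau genes (0.117), with Apoe at 0.11 and Clu at 0.11. It called none of 23 genes of the oxidative stress response (0.00639, and adjusted p = 0.648 with an estimated correlation), with Gstm1 at 0.20, and none of 23 of the unfolded protein response (0.80), with Pdia3 at 0.092. None of 35 genes of oxidative phosphorylation was called (0.0303, and adjusted p = 0.876 with an estimated correlation), with Ndufs4 at 0.14 and Cycs at -0.14, and none of 25 potassium channel genes (0.972), with Kcnip4 at -0.16. Only 4 of the oxidative stress genes and 8 of those of oxidative phosphorylation vary, so most values in these 2 camera tests are nearly constant. None of 13 blood genes (0.221) and of 5 sex-linked genes (0.536) was called. These counts read each gene from its probe set with the highest mean, and other probe sets were called lower for Atf4 and Hspa5 (-0.32, standard error 0.0933) of the unfolded protein response, for Cat (-0.28, standard error 0.0818) of the oxidative stress response and for Cox5a (-0.22, standard error 0.0822) of oxidative phosphorylation. Over all probe sets limma called none of the genes of these lists. Adjusted over the list alone it called Gclm, Gpx4, Rfx3, Tnr and Rps3, all with nearly constant values (SD up to 0.01).

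The paper reports Ccl5, Cxcl13, Tlr2, Tlr4 and Hmgb1 in the hippocampus by quantitative PCR. On the arrays, 2 of 33 inflammatory mediators, Ccl5 and Cxcl13, were called lower and none higher (camera adjusted p = 0.178), while another probe set of Cxcl12 was called higher (0.22, standard error 0.134). The 2 probe sets of Cxcl13 had log2 fold changes of -0.14 (standard error 0.556) and -0.18 (standard error 0.553). The highest values of the probe set with the higher mean were 7.61 in control 2 and 7.24 in RA 1. Both calls were lost without control 2, RA 2 or RA 3, and without control 2 the log2 fold changes were 0.25 and 0.21. The probe set of Tlr2 and the 4 of Tlr4 were nearly constant, with log2 fold changes from -0.00014 to 0.000026, and Hmgb1 has no probe set that names it alone.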
